# Identification of *Postn*^+^ periosteal progenitor cells with bone regenerative potential

**DOI:** 10.1172/jci.insight.182524

**Published:** 2024-10-08

**Authors:** Bei Yin, Fangyuan Shen, Qingge Ma, Yongcheng Liu, Xianglong Han, Xuyu Cai, Yu Shi, Ling Ye

**Keywords:** Bone biology, Adult stem cells, Bone marrow

## Abstract

Bone contains multiple pools of skeletal stem/progenitor cells (SSPCs), and SSPCs in periosteal compartments are known to exhibit higher regenerative potential than those in BM and endosteal compartments. However, the in vivo identity and hierarchical relationships of periosteal SSPCs (P-SSPCs) remain unclear due to a lack of reliable markers to distinguish BM SSPCs and P-SSPCs. Here, we found that periosteal mesenchymal progenitor cells (P-MPs) in periosteum can be identified based on *Postn*-CreER^T2^ expression. *Postn*-expressing periosteal subpopulation produces osteolineage descendants that fuel bones to maintain homeostasis and support regeneration. Notably, *Postn*^+^ P-MPs are likely derived from *Gli1*^+^ skeletal stem cells (SSCs). Ablation of *Postn*^+^ cells results in impairments in homeostatic cortical bone architecture and defects in fracture repair. Genetic deletion of *Igf1r* in *Postn*^+^ cells dampens bone fracture healing. In summary, our study provides a mechanistic understanding of bone regeneration through the regulation of region-specific *Postn*^+^ P-MPs.

## Abstract 2

Postn is a reliable marker to distinguish bone marrow mesenchymal progenitors and periosteal mesenchymal progenitors. Postn+ periosteal mesenchymal progenitors maintain homeostasis and support regeneration.

## Introduction

The skeleton contains multiple distinct skeletal stem/progenitor cell (SSPC) pools with diverse functional properties. The efficient isolation of SSPCs can provide a therapeutic cell source for skeletal injury. The challenges in such an approach lie in characterizing SSPCs and identifying specific markers to distinguish their origin (1, 2). Extensive studies have established that SSPCs are highly enriched in the BM compartment (3); however, studies of periosteal SSPCs are limited. The periosteum is a membrane lining the surface of bone and is divided anatomically into a fibrous layer (outer membrane) and cambium layer (inner membrane) according to its morphological and regional characteristics. The periosteum exerts key roles in bone regeneration by supplying SSPCs (4–6). Notably, periosteal SSPCs reportedly exhibit greater regenerative potential than BM stem cells (BM-SSPCs), potentially resulting from greater clonogenicity, migration, and differentiation capacity (7, 8). Despite the critical role of periosteum-based healing, studies on P-SSPCs are limited due to the challenge of identifying reliable genetic markers specific to the periosteum.

The periosteal markers known at present are inadequately specific. For example, *Ctsk-Cre* labels P-SSPCs in the periosteum but is also a well-known marker of osteoclasts (9). *Sca1* (10), *Pdgfr*α (11), *Prx1* (12–14), *Sox9* (15, 16), *aSMA* (17, 18), *Nestin* (19), and *Lepr* (20) are identifiable not only in periosteal cells but also in a substantial number of endosteal and BM cells (21). Therefore, markers to specifically distinguish P-SSPCs from BM-SSPCs are needed.

*Gli1^+^* cells were previously reported to label mesenchymal stem cells in calvarial sutures and regulate bone development and regeneration (22). We previously demonstrated that early postnatal *Gli1*^+^ skeletal stem cells (SSCs) in the chondro-osseous junction promote bone growth and repair (23). Consistent with these findings, a recent study showed that *Gli1*^+^ SSCs in the periosteum are primarily in charge of the bone regeneration in bicortical but not stabilized fractures (24). Despite these findings, *Gli1-CreER^T2^* recombines in only a few cells within the diaphysis of femurs, suggesting that certain *Gli1*^–^ periosteal cells also contribute to bone fracture healing, potentially through distinct properties from those of *Gli1*^+^ SSCs.

Emerging evidence shows that periostin (Postn), an extracellular matrix (ECM) protein present in the periosteum and in the periodontal ligament, controls self-renewal ability of periosteal mesenchymal progenitor cells (P-MPs) and plays a key role in bone biology. The serum level of POSTN is associated with the porosity of cortical bone (25). Loss of the *Postn* gene in mice leads to skeletal abnormalities (26, 27). Importantly, *Postn* contributes to periosteal activation and stem cell niche maintenance after skeletal injury. Knocking out *Postn* in mice compromises bone healing, leading to fibrosis and nonunion (7). Despite the central function of *Postn* gene in bone healing and despite it being widely used as a gene marker of periosteum/cambium layer (28), the in vivo cytological characteristics and physiological specializations of *Postn*^+^ cells in the skeleton remain elusive.

The heterogeneity underlying periosteal cells of bone callus has been reported. Single-cell RNA-Seq (scRNA-Seq) of the periosteum of uninjured tibias and day 3, day 5, day 7 callus identified populations of SSPCs, fibrogenic cells, osteoblasts, chondrocytes, etc., and found that SSPCs expressing *Ly6a* were at the apex of differentiation (29). The study concentrated on the early/inflammatory/hematoma stage of bone healing. The heterogeneity of mesenchymal cells in the fibrocartilaginous/remodeling stage remains elusive.

Here, scRNA-Seq and genetic lineage-tracing experiments revealed a subset of P-MPs expressing *Postn*. Loss of *Postn*^+^ cells damages cortical bone formation under steady-state conditions and bone regeneration during defect healing. Intriguingly, adult *Postn*^+^ P-MPs may originate from *Gli1*^+^ P-SSCs in response to injury. Mechanistically, we demonstrate that IGF1 signaling was indispensable for *Postn*^+^ P-MPs function in bone repair. Together, these findings provide insights into P-MPs identification and their role in bicortical fracture healing regulation.

## Results

### Identification of Postn^+^ P-MPs utilizing scRNA transcriptome profiling.

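Callus cells of fractured mice were captured in droplets at day 7, day 10, and day 14. Each day gave 1 library and there were no replicates, so a difference between days could not be set against the variation between animals. In this assay each mRNA molecule carries a unique molecular identifier (UMI), and each droplet has a barcode that stands for 1 cell. The authors deposited UMI counts per gene and cell without normalization. The counts covered 9103 cells at day 7, 8801 cells at day 10, and 12984 cells at day 14, each with at least 500 UMIs. The paper's limits of 500 to 5000 genes, 10% mitochondrial UMIs, and 5% hemoglobin UMIs per cell left 7017 cells at day 7, 6593 cells at day 10, and 9853 cells at day 14. These cells held 55187609, 113618580, and 154573230 UMIs, respectively. The median per cell was 5056 UMIs and 1455 genes at day 7, 17370 UMIs and 3713 genes at day 10, and 15802 UMIs and 3535 genes at day 14. Of the alternative limits, leaving out the upper limit of 5000 genes moved the number of cells most, from 23463 to 26325.

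The deposited data hold no cluster names. The libraries were integrated by canonical correlation analysis and clustered, and the clusters were named again from lists of marker genes, most of them the paper's, by a rule chosen after seeing the data. Cells of clusters with *Ptprc*, which encodes CD45, above 50 CPM (the UMIs of a gene scaled to the same total UMIs in every group of cells) were set apart as hematopoietic. They were 6752 of the 7017 cells at day 7, or 96.2% (95% CI, 95.8% to 96.7%). At day 10 they were 10 of 6593 cells, or 0.152% (95% CI, 0.0728% to 0.279%), and at day 14 they were 153 of 9853 cells, or 1.55% (95% CI, 1.32% to 1.82%). The intervals are exact (Clopper-Pearson) for shares of cells and exact (Poisson) for summed UMIs, and they cover counting error only. The day 7 share moved most, to 95.4%, when the integrated clusters set the lineage, an alternative chosen after seeing the data. A Leiden resolution of 0.4 moved the shares of the later days most, to 6.16% at day 10 and 6.98% at day 14, far outside these intervals. The other cells numbered 265 at day 7, 6583 at day 10, and 9700 at day 14, and the levels by class are CPM of the UMIs summed over the cells of a class in 1 library.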

To define all the periosteal populations present in bone callus of the fibrocartilaginous stage, we performed no-bias scRNA-Seq of nonhematopoietic mesenchymal cells (CD45^–^CD31^–^TER119^–^) in day 7, day 10, and day 14 callus. Mesenchymal stromal cells comprising the callus were clustered into 7 groups (Figure 1A) with their representative gene expression signatures shown in a heatmap (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182524DS1). 

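Across the 3 libraries, the rebuilt names gave 6 classes of cells that were not hematopoietic, in 20 of the 25 clusters with such cells. The *Postn*+ class held 70 of the 265 cells at day 7 (26.4%; 95% CI, 21.2% to 32.2%), 1884 of the 6583 cells at day 10 (28.6%; 95% CI, 27.5% to 29.7%), and 3949 of the 9700 cells at day 14 (40.7%; 95% CI, 39.7% to 41.7%). Without the paper's marker genes among the variable genes, the day 10 share was 19.8%, the farthest of the alternatives, and with 20 dimensions the day 14 share was 28.7%. The chondrocyte-like class held 35.5% of these cells at day 7, 45.7% at day 10, and 24.6% at day 14, and the osteoblast-like class held 34.0%, 17.4%, and 27.2%, respectively. Proliferating cells made up 2.26%, 4.88%, and 2.91%. The *Ctsk*+ class held 4 cells at day 7, 128 cells at day 10, and 37 cells at day 14. No cell of day 7 was pericyte-like, which allows a share of up to 1.38% by its exact interval. The pericyte-like class held 77 cells at day 10 and 204 cells at day 14. Cells without a name made up 0.377% at day 7, 0.349% at day 10, and 2.04% at day 14. Because class names depend on the clustering, the shares are given per library and no change between days was tested.

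Of the clusters in the *Postn*+ class, cluster 1, with 31 cells, was led by the interferon response genes *Cxcl10*, *Ifit1*, and *Isg15*. Cluster 15, with 1794 cells, was led by genes such as *Acta2*, *Tagln*, and *Scx*, and cluster 19, with 1543 cells, by genes such as *Abi3bp* and *Igf1*. In clusters 1, 8, 9, 15, and 19 none of the class's own marker genes was among the 10 genes with the largest fold over the other clusters, and cluster 22 had 1, *Ptn*. Cluster 8 had 1 gene of the fibroblast list there (*Ecm1*), cluster 15 had 1 of the tenocyte list (*Scx*), and cluster 19 had 1 of the *Ctsk*+ list (*Abi3bp*). The names of these clusters rest on the mean of all markers of the class. The *Ctsk*+ class was cluster 4 alone, with 169 cells, led by genes such as *Chodl*, *Angptl7*, and *Egfl6*. It had 1 of its own markers, *Thbs4*, among its 10 leading genes. The tenocyte list came next in score for cluster 4. Its name rests on the marker rule and does not show that these cells are osteoprogenitors.

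**Figure D1:**
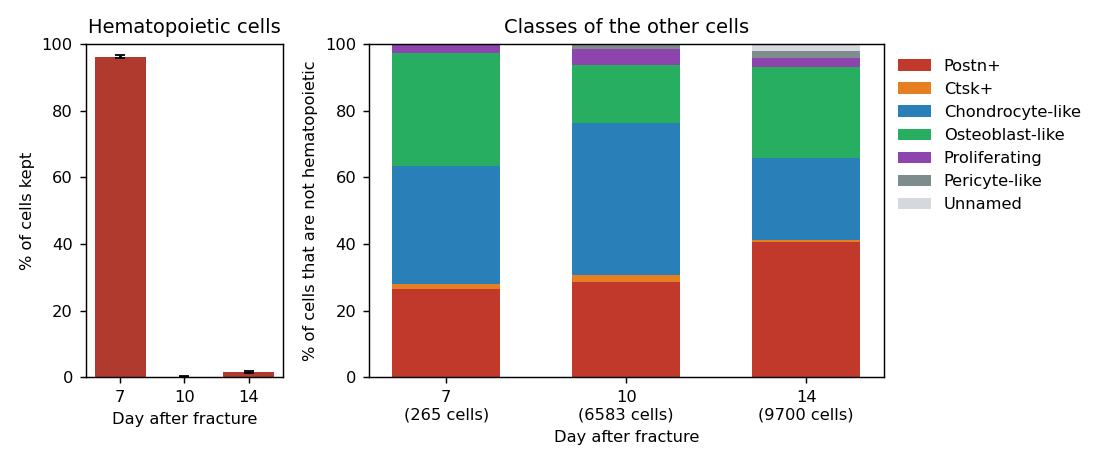
Hematopoietic cells as percent of the cells kept (left, with exact 95% intervals) and the rebuilt classes as percent of the cells that are not hematopoietic (right), by day after fracture with 1 library per day. The left bars stand at 96.2%, 0.152%, and 1.55%, and the *Postn*+ class takes 26.4%, 28.6%, and 40.7% on the right.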

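*Aspn* (ENSMUSG00000021388; chromosome 13, 49544443 to 49567565 in GRCm38) stood at 1443 CPM (95% CI, 1373 to 1515) in the *Postn*+ class at day 7, 3548 CPM (95% CI, 3526 to 3569) at day 10, and 4404 CPM (95% CI, 4386 to 4421) at day 14. In the other cells that were not hematopoietic it stood at 178 CPM, 461 CPM, and 421 CPM, respectively.

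*Ogn* (ENSMUSG00000021390) lies on the same chromosome from 49608046 to 49624501 and had 376 CPM, 1135 CPM, and 1265 CPM in the class on the same days. *Ptn* (ENSMUSG00000029838; chromosome 6, 36714929 to 36810220) had 822 CPM, 1158 CPM, and 1059 CPM. At day 10, the only day with at least 50 cells of the *Ctsk*+ class, that class had higher levels of *Ogn*, at 2298 CPM (95% CI, 2213 to 2385), and *Ptn*, at 3344 CPM (95% CI, 3242 to 3448), in its 128 cells. Its *Aspn* level of 3643 CPM (95% CI, 3537 to 3752) did not differ from that of the *Postn*+ class beyond counting error.

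*Postn* (ENSMUSG00000027750) lies on chromosome 3 from 54361109 to 54391037. Its level in the *Postn*+ class was above that in the other cells by a log2 ratio of 1.86 at day 7, 2.64 at day 10, and 2.74 at day 14. With *Thbs2*, a marker from Supplemental Figure 1, the 5 marker genes of the class gave 15 comparisons over the 3 libraries. The class was higher in 15 of them, with a median log2 ratio of 2.74 and a range from 1.32 to 4.17. The same genes helped to form and name the clusters, so these ratios are not an independent test. The median over day 10 and day 14 was 2.81, and ComBat in place of canonical correlation analysis moved it most, to 2.27.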

Cluster 0 was defined as *Postn*^+^ osteoprogenitors (osteoprogenitors p) with the representative genes *Aspn*, *Ogn*, *Ptn*, and *Postn*. *Aspn* and *Ogn* are reportedly present in osteoprogenitor cells in the developing limbs (30). *Ptn* is known to mark *Cxcl12*-abundant reticular cells rather than mature osteoblast cells in BM (31). *Postn* is reportedly expressed in periosteum and contributes to skeletal regeneration (7). Other clusters included chondrogenic cells (expressing *Cnmd* and *Ucma*), osteogenic cells (expressing *Bglap* and *Ibsp*), proliferating cells (expressing *Mki67* and *Ccnb2*), *Ctsk*^+^ osteoprogenitors (osteoprogenitors c) (expressing *Prrx1* and *Ctsk*), fibroblasts (expressing *S100a4* and *CCN2*), and pericytes (expressing *Rgs5* and *Mcam*), which were similar to the day 10 callus data reported by Ambrosi et al. (32).

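The levels of the marker genes were compared between each class and all other cells that were not hematopoietic, in libraries with at least 50 cells of the class. *Cnmd* stood at 3188 CPM at day 10 and 2451 CPM at day 14 in the chondrocyte-like class and at 464 CPM and 237 CPM in the rest, and *Ucma* at 1393 CPM and 1171 CPM against 137 CPM and 78.5 CPM. In the osteoblast-like class, *Ibsp* had 46953 CPM and 29824 CPM against 6255 CPM and 6631 CPM. *Bglap* had 1172 CPM and 971 CPM in this class against 34.8 CPM and 67.1 CPM, and its level differed between the clusters of the class. At day 14 it was 3809 CPM in cluster 13 (747 cells) and 105 CPM in cluster 18 (1662 cells), where *Col10a1* reached 22408 CPM.

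*Mki67* stood at 248 CPM at day 10 and 192 CPM at day 14 in the proliferating class and at 3.70 CPM and 2.44 CPM in the rest, and *Ccnb2* at 149 CPM and 183 CPM against 4.53 CPM and 4.17 CPM. In the *Ctsk*+ class at day 10, *Prrx1* had 1064 CPM against 134 CPM, and *Ctsk* had 928 CPM against 214 CPM, with 436 CPM in the *Postn*+ class. *Rgs5* had 8725 CPM and 10850 CPM in the pericyte-like class against 1.82 CPM and 8.35 CPM, and *Mcam* had 360.3 CPM and 289 CPM against 1.80 CPM and 1.52 CPM.

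The clusters were named by the mean of these same marker genes, so higher levels in the class follow in part from the naming and are not an independent test. Over all marker genes of a class, 24 of 24 comparisons were higher in the chondrocyte-like class, with a median log2 ratio of 2.88, and 24 of 24 in the osteoblast-like class, with a median of 3.87. The smallest of these log2 ratios was 0.12, for *Sp7* at day 7. The proliferating class was higher in 12 of 12 comparisons with a median of 6.10, the *Ctsk*+ class in 5 of 5 with a median of 4.51, and the pericyte-like class in 10 of 10 with a median of 7.82.

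No cluster was named fibroblast-like. At day 10, *S100a4* was highest in the pericyte-like class, at 1323 CPM (95% CI, 1255 to 1395), and *Ccn2* was highest in the *Ctsk*+ class, at 1558 CPM (95% CI, 1488 to 1629). A fibroblast-like class appeared with a Leiden resolution of 1.2, with 20 dimensions, and with 50 dimensions. Cluster 21, with 171 cells of day 14, stayed without a name because neutrophil genes such as *Camp*, *Ngp*, and *S100a8* led it beside *Ulk4* and *Ankmy1*.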

The pseudotime trajectory appeared in a Y shape with 2 branches indicating direct intramembranous ossification and endochondral ossification (Figure 1B). 

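The neighbor graph of the integrated cells, in which each cell is joined to its 20 nearest neighbors, gives the contacts between classes without an order or a tree. Osteoblast-like cells shared 6331 edges with chondrocyte-like cells, 0.173 of the number that chance mixing of the cells would give, and 2966 edges with *Postn*+ cells, 0.0760 of that number. Chondrocyte-like and *Postn*+ cells shared 5098 edges, a ratio of 0.0908. With edges to hematopoietic cells and to cells without a name left out, 31.4% of the edges that left the osteoblast-like class reached the *Postn*+ class, a share that moved most with 20 dimensions, to 11.7%.

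The clusters of the osteoblast-like class differed in these contacts, here with each pair of joined cells counted once. In cluster 13, with 1054 cells and the highest *Bglap* and *Ifitm5*, 50.8% of these edges reached *Postn*+ cells and 45.3% reached chondrocyte-like cells. In cluster 18, with 2374 cells and the highest *Col10a1* and *Ihh*, the shares were 2.13% and 97.3%. In cluster 7, with 445 cells, they were 32.9% and 66.9%.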

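Cells of the *Postn*+, *Ctsk*+, proliferating, chondrocyte-like, and osteoblast-like classes, 16045 in all, were ordered by diffusion pseudotime, which measures distance along a neighbor graph from a root cell. The root was the cell at the end of the first diffusion component opposite to the osteoblast-like class. It was a *Ctsk*+ cell of day 10. A late median of the osteoblast-like class therefore follows largely from the choice of root. Median pseudotime, which has no unit, was 0.145 in the *Ctsk*+ class, 0.688 in the *Postn*+ class, 0.750 in the proliferating class, 0.807 in the chondrocyte-like class, and 0.870 in the osteoblast-like class. Within the day 10 library the medians were 0.147, 0.690, 0.750, 0.808, and 0.865, and within the day 14 library, which held fewer than 50 *Ctsk*+ cells, the other classes kept this order. At day 7 the chondrocyte-like and osteoblast-like classes had nearly equal medians, 0.8045 and 0.8046. Of the clusters of the osteoblast-like class, cluster 18 lay at 0.900, while clusters 13 and 7 lay at 0.798 and 0.799, before the median of the chondrocyte-like class. The first of 10 equal parts of the order was 87.8% *Postn*+ cells, which made up 36.8% of all ordered cells, and 10.5% *Ctsk*+ cells.

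The *Ctsk*+ class was the 1 class with an earlier median than the *Postn*+ class. Since the root was a cell of that class, its early median follows from the root and is not an independent result. With 50 dimensions there were 2 such classes, and with a Leiden resolution of 0.4, at which no cluster was named *Ctsk*+, there were 0. When the *Ctsk*+ class was left out, an alternative chosen after seeing the data, the root fell in cluster 19 of the *Postn*+ class, so the early median of that class again follows from the root. The medians were then 0.161 in the *Postn*+ class, 0.455 in the proliferating class, 0.575 in the chondrocyte-like class, and 0.728 in the osteoblast-like class.

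**Figure D2:**
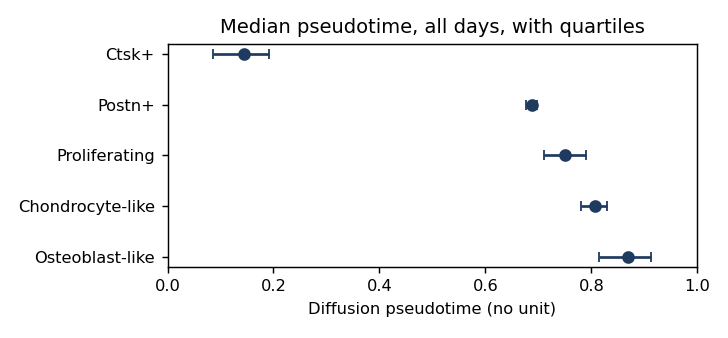
Median diffusion pseudotime (horizontal axis, no unit) of each class over the 3 libraries together, with bars from the lower to the upper quartile of its cells. The *Ctsk*+ class lies at 0.145 and the other classes lie between 0.688 and 0.870.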

*Postn^+^* cluster demonstrated an enriched distribution at the starting point of the differentiation route (Figure 1B and Supplemental Figure 1B), suggesting that the *Postn*^+^ cluster is likely the ancestor of other mesenchymal cells in the data set. 

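Along diffusion pseudotime, *Postn* was summed in 10 bins with equal numbers of cells. At day 10 it rose from 2940 CPM (95% CI, 2897 to 2984) in the first bin to 4575 CPM (95% CI, 4529 to 4621) in the third bin, then fell to 1430 CPM (95% CI, 1409 to 1452) in the fifth bin and 88.0 CPM (95% CI, 81.4 to 94.9) in the last bin. At day 14 the first bin had 2012 CPM (95% CI, 1989 to 2036), the third 4107 CPM (95% CI, 4073 to 4141), the fifth 1013 CPM (95% CI, 996 to 1031), and the last 79.4 CPM (95% CI, 75.4 to 83.5). Cells of the *Postn*+ class made up 96.2% of the third bin at day 10 and 96.3% at day 14, and osteoblast-like cells made up 99.8% and 100% of the last bin. Most of these were cells of cluster 18, where *Col10a1* and *Ihh* were highest, with 90.3% of the last bin at day 10 and 92.7% at day 14. The log2 ratio of the highest bin over the last was 5.70 as the mean of day 10 and day 14. With 20 bins it was 5.83.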

The heatmap revealed genes differentially expressed in a manner dependent on the pseudotime line, and *Postn* was among the genes potentially responsible for the intramembranous ossification routes (Supplemental Figure 1C). Notably, *Postn* expression peaked in *Postn*^+^ osteoprogenitors and decreased in osteoblasts and chondrocytes during differentiation (Figure 1C). 

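*Postn* stood at 3569 CPM (95% CI, 3459 to 3682) in the *Postn*+ class at day 7, 3626 CPM (95% CI, 3604 to 3649) at day 10, and 2780.4 CPM (95% CI, 2766 to 2794) at day 14. In the osteoblast-like class it stood at 355 CPM, 347 CPM, and 180.0 CPM on these days, and the log2 ratio of the *Postn*+ class over it was 3.33 (95% CI, 3.21 to 3.45), 3.39 (95% CI, 3.35 to 3.42), and 3.95 (95% CI, 3.92 to 3.98). In the chondrocyte-like class it stood at 1376 CPM, 434 CPM, and 449.9 CPM, with log2 ratios of 1.38 (95% CI, 1.30 to 1.45), 3.06 (95% CI, 3.04 to 3.08), and 2.63 (95% CI, 2.61 to 2.65). Each ratio has an exact interval from the binomial distribution of its UMIs. Cluster 18 held 692 of the 1143 osteoblast-like cells at day 10 and 1662 of the 2640 at day 14, and it had more *Col2a1* and less *Col1a1* than cluster 13. *Postn* stood at 111 CPM and 99.0 CPM in cluster 18, 502 CPM and 296 CPM in cluster 13, and 1056 CPM and 462 CPM in cluster 7, all below the *Postn*+ class. The mean ratio over the osteoblast-like class at day 10 and day 14 was 3.67 and moved most with 20 dimensions, to 4.26.

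The other classes lay nearer to the *Postn*+ class. At day 10 the proliferating class had 2240 CPM, the *Ctsk*+ class 2081 CPM, and the pericyte-like class 1922 CPM. These gave log2 ratios of 0.70, 0.80, and 0.92. At day 14 the log2 ratio was 0.83 over the proliferating class and 1.72 over the pericyte-like class. Within the *Postn*+ class at day 10, *Postn* ranged from 2022 CPM in cluster 19 to 5245 CPM in cluster 22 among the clusters with at least 50 cells. Hematopoietic cells, which should lack the transcript, had 11.8 CPM at day 7 and 38.0 CPM at day 14. The paper found the *Postn*+ cluster enriched at the start of the differentiation route (Figure 1B). From this it proposes that the cluster is the likely ancestor of the other mesenchymal cells.

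**Figure D3:**
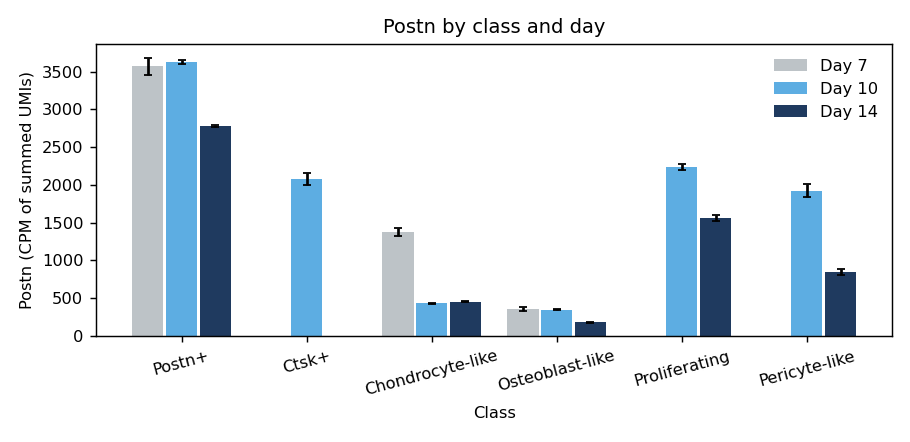
*Postn* in CPM of summed UMIs (vertical axis) by class and day, in classes with at least 50 cells in the library; the error bars are exact 95% intervals for counting error only. The *Postn*+ class stands at 3569, 3626, and 2780.4 CPM and the osteoblast-like class at 355, 347, and 180.0 CPM.

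**Figure D4:**
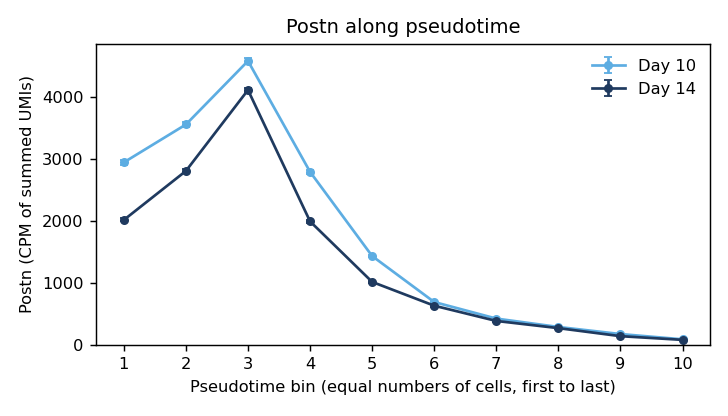
*Postn* in CPM of summed UMIs (vertical axis) in 10 bins of diffusion pseudotime with equal numbers of cells (horizontal axis), for day 10 and day 14, with exact 95% intervals. Both lines are highest in the third bin, at 4575 and 4107 CPM, and lowest in the last bin, at 88.0 and 79.4 CPM.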

Consistently, *Postn*^+^ cells are distributed in the late mesenchymal progenitor cluster according to the data set (NCBI’s Gene Expression Omnibus [GEO] database, GSE108892) of single-cell transcriptomics of femoral mesenchymal cells in ref. 29 (Supplemental Figure 1D).

CellChat analysis revealed that robust interaction occurred among divergent clusters, and *Postn*^+^ cluster and chondrocytes had the most active interaction (Figure 1D). 

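CellChat and its database were not available, so the contacts were counted over a list of 139 ligand-receptor pairs written by hand. A pair counted from a sender to a receiver class when at least 10% of the sender cells had a UMI of the ligand and at least 10% of the receiver cells had a UMI of the receptor, all libraries together. Free RNA can also give UMIs, so the count is of genes detected. Sent and received pairs over the 6 classes came to 947 for proliferating cells, 932 for the *Ctsk*+ class, 922 for chondrocyte-like cells, 909 for the *Postn*+ class, 881 for pericyte-like cells, and 837 for osteoblast-like cells. The *Postn*+ class sent 460 and received 449. Deeper cells pass the limit of 10% more often, and with each cell thinned to 2000 UMIs the total of the *Postn*+ class moved most, to 451. The *Ctsk*+ class then had 484 pairs, proliferating cells 404, and chondrocyte-like cells 310. With a limit of 5% of the cells, 4 classes had more pairs than the *Postn*+ class, and with 20% of the cells 2 classes did.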

Growth factors and cytokines facilitate the communication among divergent cells, playing central roles in initiating and mediating the injury-induced responses (33, 34). 

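A list of 244 growth factor and cytokine genes was written by hand, of which 240 were among the genes counted. A gene counted as detected in a class when at least 3 of its cells had a UMI, all libraries together. Free RNA can pass this limit. *Postn*, which hematopoietic cells should lack, had a UMI in 14 of 123 hematopoietic cells of day 14 at 2000 UMIs per cell, or 11.4% (95% CI, 6.36% to 18.4%), against 88.0% in the *Postn*+ class of that day. Their median depths before thinning were 5684 and 13998 UMIs. The numbers are therefore of genes detected, not of genes expressed. The *Postn*+ class, with 5903 cells, had 178 of these genes, the chondrocyte-like class, with 5491 cells, had 173, and the osteoblast-like class, with 3873 cells, had 166. The proliferating class had 129 in 609 cells, the pericyte-like class 108 in 281 cells, and the *Ctsk*+ class 99 in 169 cells. Counting the genes with a UMI in at least 10% of the cells moved the number of the *Postn*+ class most, to 49, and 4 classes then had more.

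The number grows with the number of cells. With 165 cells of each class drawn 100 times and each cell thinned to 2000 UMIs, the mean number of genes was 68.0 in the *Ctsk*+ class, 66.1 in the pericyte-like class, 59.9 in the *Postn*+ class, 59.3 in proliferating cells, 55.3 in osteoblast-like cells, and 52.3 in chondrocyte-like cells. The draws of the *Postn*+ class ran from 53 to 67 genes.

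**Figure D5:**
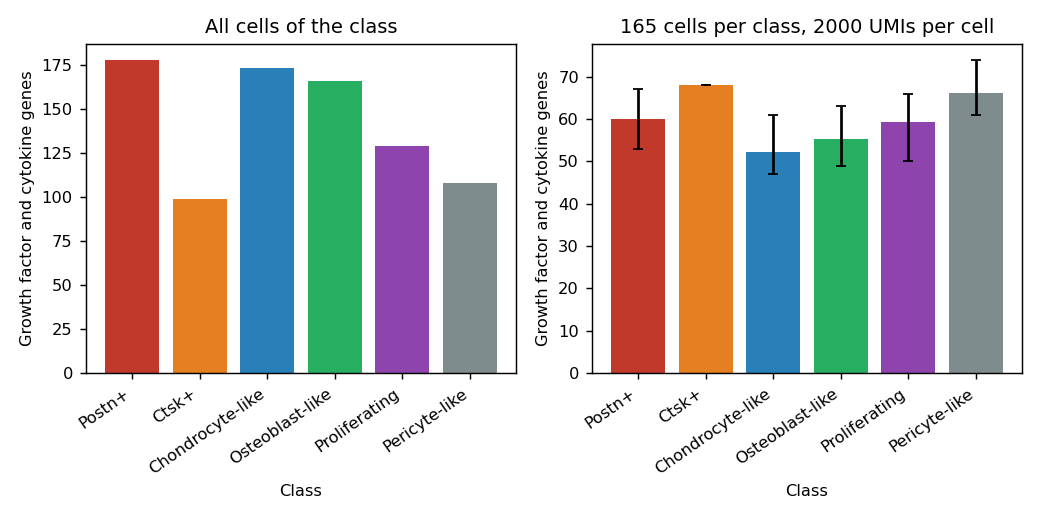
Number of growth factor and cytokine genes detected (vertical axis) per class in all its cells (left) and in 165 cells per class with 2000 UMIs each (right; bars are means of 100 draws, and error bars run from the lowest to the highest draw). The *Postn*+ class has 178 genes on the left and 59.9 on the right, where the *Ctsk*+ class has 68.0.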

*Postn*^+^ cluster, chondrocytes, and osteoblasts possessed the largest number of growth factors and cytokines (Supplemental Figure 1E). Among these cytokines, *Igf1* and *BMP1* are highly expressed by *Postn*^+^ cluster (Figure 1E), indicating the key function of these signals in the *Postn^+^* cluster^.^

### Postn marks long-term skeletal progenitor cells within the periosteum.

We marked *Postn*^+^ cells using a transgenic approach in which the expression of the *tdTomato* reporter was controlled by tamoxifen-inducible *Cre* (*Postn-CreER^T2^; tdTomato*). Leakage of *CreER* was barely observed in the absence of tamoxifen (Supplemental Figure 2A). After tamoxifen administration for 3 consecutive days, 2-month-old transgenic mice developed a population of labeled cells predominantly present in the inner cambium layer of the femur. *Postn* reporter activity in adult mice accounted for 34.7% ± 1.5% of the cells in the inner cambium layer, 23.1% ± 1.3% of the cells in the entire periosteum (Figure 2A). Minimal (0.9% ± 0.2%) osteocytes in cortical bone were also labeled by *tdTomato* (Supplemental Figure 2B). Despite an overwhelming preference in periosteum, 10.0% ± 0.8% *tdTomato*^+^ cells were also present in the BM compartment, especially in the trabecular bone surface (Supplemental Figure 2B). Apart from femoral periosteum, *Postn* reporter activity also marked the periodontal membrane, most of the cells in the periosteum of vertebrae, ribs and cranium, a small portion of cells in BM, and endosteum of vertebrae, ribs, and cranium (Supplemental Figure 2C). The distribution of *Postn*^+^ cells highlighted the presence of a cell population preferentially residing in the cambium of periosteum.

Putative MP markers were evaluated by flow cytometry and immunofluorescence staining after tamoxifen injection for 3 consecutive days to study the features of *Postn*^+^ cells. As expected, almost all of the *tdTomato*^+^ cells were copositive for POSTN per immunofluorescence staining (Figure 2, B and C). CD200 was widely expressed in the inner cambium layer and represented 73.0% ± 8.6% of the entire spectrum of *Postn*^+^ cells (Figure 2, B and C). Although both *Ctsk*^+^ and *Postn*^+^ cells were located in the inner cambium layer of the periosteum, *Postn^+^* cells were more closely associated with cortical bone, and there was minor colocalization with *Ctsk*^+^ cells (7.8% ± 1.1%) (Figure 2, B and C). Consistent with the general presence of CD44^+^ cells in the BM, the *tdTomato*^+^ status and CD44 expression status were mutually exclusive (Figure 2, B and C). *Pdgfr*α^+^ cells were present in both the cambium layer and the fibrous layer, and they showed overlapping with 40.8% ± 2.3% *Postn*^+^ cells (Figure 2, B and C). In addition, 21.6% ± 1.3% *tdTomato*^+^ cells in cambium labeled osteoblasts, as revealed by OSX staining (Supplemental Figure 2D). Importantly, Ki67 staining was observed in a small fraction (11.5% ± 1.3%) of *Postn*^+^ cells, almost equal to that of *Postn^–^* cells in cambium (10.7% ± 1.3%), indicating that *Postn^+^* cells are slowly proliferating under steady-state conditions (Figure 2, B and C). This is consistent with a recent report that cambium layer periosteal cells (CL-PCs) are proliferating while fibrous layer periosteal cells (FL-PCs) are dormant (28). FACS analysis revealed that *tdTomato*^+^ cells expressed select MP markers, such as SCA1 (27.7% ± 6.0%) and αSMA (14.8% ± 2.3%) (Figure 2D and Supplemental Figure 2E). Consistent with immunofluorescence staining, a small proportion of *tdTomato*^+^ cells expressed CTSK (13.2% ± 1.4%), but they barely expressed PDGFRα. Using the marker combinations reported by Chan et al. (35), approximately half of the *tdTomato*^+^ cells were identified as SSCs (CD45^–^CD51^+^CD90^–^Ly51^–^CD105^–^CD200^+^) (41.6% ± 6.1%), a much smaller percentage was identified as pre–bone cartilage and stromal progenitor (pre-BCSP) (CD45^–^CD51^+^THY1^–^Ly51^–^CD105^–^CD200^–^) (9.2% ± 1.9%), and BCSP (CD45^–^CD51^+^THY1^–^Ly51^–^CD105^+^) (6.9% ± 1.4%) (Figure 2D). The *tdTomato*^+^ cells were chased for either 2 or 6 months to determine whether *Postn*^+^ cells were long-lived MPs. Following these long chasing periods, *tdTomato*^+^ cells were distributed in various bone compartments, including periosteum, cortical bone (12.0% ± 2.9% of the osteocytes), BM, and endosteum (Figure 2, E and F, and Supplemental Figure 2F). In the periosteum, *tdTomato*^+^ cells were exclusively present in the cambium with an increased prevalence (reaching as high as 81.0% ± 2.9%) (Figure 2, E and F). Notably, most of the *Postn*^+^ cells and their progenies in the periosteum maintained the cellular identities during a tracing period. They maintained POSTN expression (74.8% ± 6.2%) (Figure 2, E and F) and showed major overlapping with CD200, while they separated from CD44 and CD34 (CD34 was located in the fibrous layer) (Supplemental Figure 2F). In addition, *Postn*^+^ cells were of low proliferation capability in homeostasis (Supplemental Figure 2F). Unexpectedly, a prominently greater percentage of *tdTomato*^+^ (56.1% ± 12.9%) cells expressed CTSK after long tracing than at the initial labeling, suggesting that *Postn*^+^ cells can contribute to the formation of *Ctsk*^+^ cells during homeostasis (Figure 2, E and F). Particularly, adult *Postn*^+^ cells consistently made increasingly larger contributions to cortical osteocytes over time (Figure 2G). These data indicate that adult *Postn^+^* cells, as P-MPs, are long-term periosteum residency cells*,* highly express CD200, and give rise to osteocytes during cortical bone homeostasis.

### Preexisting Postn^+^ MPs are responsible for cortical bone formation after fracture.

We next conducted further studies of *Postn*^+^ P-MPs in response to injury. *Postn*-*CreER^T2^*; *tdTomato* mice were injected with tamoxifen twice at day 8 and day 9 after operation, and samples were acquired at day 10. It indicated that *Postn* reporter activity was mainly located in the outer membranous region of the callus and the thickening periosteum close to the cortical bone, rather than in the central hard callus (Figure 3A). *Postn*^+^ cells were of moderate proliferative capability (14.4% ± 2.5%) (Figure 3A). For day 3 and day 5 callus, *Postn*^+^ cells were predominantly enriched in the thickening periosteum (Supplemental Figure 3A), and their percentage peaked at day 5 among the above 3 time points (Supplemental Figure 3B). To study the progeny of *Postn*^+^ P-MPs, tamoxifen was administered up to 8 days before fracture for 3 consecutive days to mark the preexisting *Postn*^+^ P-MPs (pre-*Postn*^+^ P-MPs). At 3, 5, and 7 days after fracture, the *tdTomato*^+^ cells were frequently enriched in the thickening periosteum (Supplemental Figure 3, C–E). At 10 days after fracture, *tdTomato*^+^ cells representing the pre-*Postn*^+^ P-MPs and their progenies appeared mainly in the callus and periosteum, and only a small number of *tdTomato*^+^ cells existed in the BM. Reporter activity corresponded to 19.8% ± 1.0% of the bony calluses (Figure 3B) and 24.1% ± 1.7% of the cartilaginous calluses at day 10 (Figure 3B). Specifically, *tdTomato*^+^ cells contributed to 17.4% ± 5.0% of the osteoblasts marked by OSX and 19.4% ± 4.4% of the chondrocytes marked by ACAN (Figure 3C). While some *tdTomato^+^* cells were positive for POSTN in thickening periosteum (12.8% ± 3.8%), they separated from each other in the peripheral region of callus (Figure 3C). There was little overlap with the expression of CTSK (Figure 3C). Notably, preexisting *Postn*^+^ cells changed their proliferation status in response to injury. As reflected by Ki67 staining, the proliferation rate of *Postn* lineage (*tdTomato*^+^) cells was high (23.1% ± 0.9%) in day 3 callus (Supplemental Figure 3C), but it dropped to 10.6% ± 2.4% in day 10 calluses (Supplemental Figure 3F), similar to *Postn*^+^ cells in homeostasis (11.5% ± 1.3%) (Figure 2, B and C). At 2 months after fracture, when bone healing was almost complete, the *tdTomato*^+^ cells not only constituted 36.9% ± 3.6% of the osteocytes in the cortical bone, 40.8% ± 3.0% of the endosteal cells (Figure 3D), and 19.8% ± 1.2% of the osteocytes in the newly formed trabecular bone (Figure 3D), but they also recovered their residency at the periosteum (accounting for 77.8% ± 7.9% of the cells in the cambium and 97.0% ± 4.3% POSTN-expressing periosteal cells; Figure 3D). Notably, tdTomato^+^ cells hardly contributed to *Ctsk^+^* periosteal cells (Figure 3D). Taken together, these findings suggest that pre-*Postn*^+^ P-MPs and their progeny contribute to bone formation during bone fracture healing.

### Postn^+^ P-MPs labeled upon bone injury make greater contributions to bone regeneration.

*TdTomato*^+^ cells were clearly integrated into the central region of the callus, and the *Postn*^+^ cells in the peripheral region of the callus were *tdTomato*^–^ (Supplemental Figure 3G). Thus, we hypothesized that fresh *Postn*^+^ P-MPs emerged in response to injury. Tamoxifen was administered from the operation day to 2 days after fracture to test this hypothesis. The distribution of P-MPs expressing *Postn* and their progenies labeled around the fracture day (post-*Postn*^+^ P-MPs) differed extensively from the preexisting ones (pre-*Postn*^+^ P-MPs). Post-*Postn*^+^ P-MPs and their progenies persistently occupied a prominently larger proportion of the day 3, day 7, and day 10 calluses than pre-*Postn*^+^ P-MPs did (Supplemental Figure 3H), and they unexpectedly emerged in the BM compartment, particularly below the growth plate (Figure 3E). *Td-Tomato^+^* cells in BM may derive from a small quantity of preexisting Postn^+^ cells and SSCs in the osteo-chondro-progenitor zone. As quantified, 73.4% ± 4.9% of the cellular components in day 10 bony calluses (Figure 3E) and 80.3% ± 6.1% of the cellular components (Figure 3E) in cartilaginous calluses were derived from post-*Postn*^+^ P-MPs. Subsequent immunofluorescence staining revealed that most of the OSX^+^ cells (86.7% ± 5.9%) and ACAN^+^ chondrocytes (61.9% ± 10.0%) were also *tdTomato*^+^ (Figure 3F). Notably, the progenies of post-*Postn*^+^ P-MPs expressed a remarkably greater proportion of POSTN than those derived from pre-*Postn*^+^ P-MPs (56.6% ± 7.2% versus 12.8% ± 3.8%) (Figure 3, C and F). Similarly, progenies of *td-Tomato*^+^ cells labeled upon injury showed a much larger overlapping with Pdgfrα- or CD200-expressing cells than those of preexisting *Postn*^+^ P-MPs (Supplemental Figure 3, I–K). Few *tdTomato*^+^ cells coexpressed CTSK (Figure 3F). Consistent with the immunofluorescence staining results, FACS analysis revealed that select *tdTomato*^+^ cells expressed PDGFRα (18.7% ± 3.1%), SCA1 (48% ± 4.6%), and CD200 (54.3% ± 6.0%) (Supplemental Figure 2G). These findings indicate that, upon injury, the newly generated *Postn*^+^ P-MPs contribute greatly to replenishing the periosteum of the callus. In terms of proliferative capability, the post-*Postn*^+^ P-MPs (15.4% ± 2.8%) were similar to the pre-*Postn*^+^ P-MPs (Supplemental Figure 3L). Two months after a bone fracture, the *tdTomato*^+^ cells contributed to 50.8% ± 3.7% of the cortical osteocytes, 88.9% ± 2.8% of the endosteal cells (Figure 3G), and 80.8% ± 2.8% of the osteocytes in the newly formed trabecular bone (Figure 3G) and 82.8% ± 1.7% of the cambium (specifically 98.6% ± 2.4% of the POSTN^+^ cells; Figure 3G). *TdTomato*^+^ cells seldom overlapped with CTSK expression at the month-2 time point (Figure 3G). Taken together, these findings suggest that post-*Postn*^+^ P-MPs are major cell sources involved in biocortical bone fracture healing.

In addition to bicortical fractures, post-*Postn*^+^ P-MPs also contributed to drill injury repair (Supplemental Figure 4A). Different from the long bones, the calvarial bone only goes through intramembranous ossification during bone formation. We thus further confirmed the contribution of *Postn*^+^ P-MPs to the intramembranous bone formation by establishing a model of calvarial defects (Supplemental Figure 4B).

### Gli1^+^ cells gave rise to Postn^+^ cells in response to bone injury.

Post-*Postn*^+^ P-MPs appeared to make a dramatically greater contribution to fracture healing than pre-*Postn*^+^ P-MPs, suggesting that other populations may acquire *Postn* expression in the initial period of bone injury. The fibrous layer is considered a stem cell source that supplements the cambium and the cortical bone. We then explored whether the fibrous population *Gli1*^+^ P-SSCs gave rise to *Postn*^+^ P-MPs. One-month-old *Gli1-CreER^T2^; tdTomato* mice were administered with tamoxifen for 3 consecutive days. *Gli1*^+^ P-SSCs marked by *tdTomato* were located in the fibrous layer and separated from *Postn*^+^ P-MPs (Figure 4A). After tracing *Gli1^+^* periosteal cells for 1 month, they migrated inward and became *Postn*^+^ and *Ctsk*^+^ cells (Figure 4B). Therefore, in homeostasis, at least part of the *Postn*^+^ and *Ctsk*^+^ cells were derived from fibrous *Gli1*^+^ P-SSCs. To demonstrate the expression of *Gli1* in day 10 callus, tamoxifen was administered at day 8 and day 9 after fracture. *Gli1^+^* cells was mainly enriched in the outer membrane of day 10 callus (Figure 4C) with moderate proliferating capability (14.3% ± 2.0%) (Figure 4C), and they seldom showed overlapping with POSTN and CTSK expression (Figure 4C). We then explored whether *Gli1^+^* P-SSCs generated *Postn*^+^ P-MPs during bone healing. The *Gli1-CreER^T2^; tdTomato* mice were administered tamoxifen 8 days before bone fracture. *Gli1*^+^ cells overlapped partially with *Postn*^+^ cells in day 5 (15.4% ± 1.1%); this overlapping largely disappeared in day 10 callus (Figure 4D and Supplemental Figure 4C). Interestingly, *Gli1*^+^ cells consistently contributed to *Ctsk^+^* cells in day 5 and day 10 callus (Figure 4D and Supplemental Figure 4D). We then evaluated *Gli1* expression via in situ hybridization (ISH) in *Postn-creER^T2^; tdTomato* mice. There were few *Gli1^+^* P-SSCs in the callus, and there was no costaining with *Postn*-lineage cells (Supplemental Figure 4E). These findings suggest that *Gli1*^+^ P-SSCs are early in the hierarchy of periosteal cell derivatives upon bicortical fracture, and their decedents, such as *Postn*^+^ P-MPs and *Ctsk*^+^ P-MPs, are functional populations that contribute to bone healing.

### Postn^+^ cells can be reactivated in successive bone injuries.

We then investigated whether the repopulated *tdTomato*^+^ cells could contribute to the regeneration of a recurring fracture in the same bone. The second fracture was performed 1 month after the first one, when *tdTomato*^+^ cells comprised 40.3% ± 4.7% and 49.8% ± 5.3% of periosteal cells for preexisting (“pre” strategy) or injury-induced (“post” strategy), respectively (Supplemental Figure 5, A–C), which is a larger percentage compared with that in homeostasis (23.1% ± 1.3%) (Figure 2A). Besides, *tdTomato* also labeled cortical osteocytes and trabecular bone osteoblasts (Supplemental Figure 5, A–C). Therefore, *tdTomato-*labeled above populations may make larger contributions in the second fracture compared with the first one. Our results reveal that the progenies of post-*Postn*^+^ P-MPs/*tdTomato*^+^ cells largely constituted the callus (Figure 5A) and specifically contributed to 75.7% ± 3.5% of the OSX^+^ osteoblasts (Figure 5, B and E) and 58.6% ± 4.6% of the ACAN^+^ chondrocytes (Figure 5, C and E). The majority of the *Postn*^+^ cells (Figure 5, D and E) (85.5% ± 4.5%) were *tdTomato*^+^, which was identical to the contribution of post-*Postn*^+^ P-MPs, confirming our hypothesis that *Gli1*^+^ cells differentiated into *Postn*^+^ P-MPs and replenished the *Postn*^+^ P-MPs population. Therefore, post-*Postn*^+^ P-MPs persist in the new periosteum after the completion of fracture repair and are reactivated to repair successive bone injury. Consistent with the contribution of *Postn*^+^ P-MPs to the first-round fracture, the reestablished *tdTomato*^+^ cells began to proliferate; 26.1% ± 1.3% of these cells were Ki67^+^ (Figure 5F), confirming the presence of self-renewing osteochondroprogenitors. Consistently, the pre-*Postn*^+^ P-MPs reconstituted the callus in the second fracture (Supplemental Figure 5D).

### Depletion of periosteal Postn^+^ cells impaired cortical bone homeostasis.

To determine the significance of the *Postn*^+^ P-MPs, *Postn-CreER^T2^; Rosa26-DTA* transgenic mice (abbreviated as DTA mice) were established, in which the *Postn*^+^ P-MPs were specifically depleted when tamoxifen-induced diphtheria toxin was expressed. In the DTA mice injected with tamoxifen, the percentage of *Postn*^+^ cells largely decreased in response to tamoxifen injection, as reflected by the loss of *tdTomato*^+^ cells (Figure 6A). The cortex was strongly affected 2 months after tamoxifen administration under steady-state conditions, as reflected by the decreased bone volume, polar moment of inertia, periosteal perimeter (Ps.Pm) and Ps.Pm versus endocortical perimeter (Ec.Pm) observed via μ-CT analysis (Figure 6, B and C) and decreased thickness of the cortical bone according to H&E staining (Figure 6D). Notably, the nuclei were also missing or shrunk, and more apoptotic cells were observed upon *Postn*^+^ P-SSC depletion (Figure 6E). The underlying mechanisms may lie in 2 aspects. On one hand, tamoxifen administration directly killed the minimal osteocytes labeled by *tdTomato* (Supplemental Figure 2B). On the other hand, *Postn*^+^ periosteal cells may affect osteocytes in a paracrine manner through osteocyte dendritic processes, which was similar with the case that osteocytic RANKL was transmitted to osteoclast precursors through osteocyte dendritic processes that extended beyond the bone surface into BM and periosteum (36). Thus, *Postn*^+^ P-MPs are indispensable for establishing periosteal bone formation and maintaining cortical bone homeostasis.

### Ablation of periosteal Postn^+^ cells impaired bone healing.

We then administered tamoxifen at the time of bone injury to explore the importance of *Postn*^+^ P-MPs in bone regeneration of adult mice. Almost no *tdTomato*^+^ cells were observed in the DTA mice after administration of tamoxifen for 5 consecutive days, demonstrating the success of *Postn*^+^ P-SSC ablation (Figure 7A). Histological staining of the day 14 callus indicated that the proportion of the bone area and cartilage area was decreased in the ablation group (Figure 7, B–D). Moreover, the contribution of *tdTomato*^+^ cells to osteoblasts was decreased in the DTA mice, as indicated by OSX immunofluorescence staining (Figure 7E). One-month after fracture, μ-CT analysis showed that the ablation of *Postn*^+^ P-MPs led to a striking reduction in the bone volume percentage, a decrease in trabecular bone number, and an increase in trabecular bone separation (Figure 7, F and G). In addition, the DTA mice exhibited nonunion of fibrous tissue rather than mature mineralized tissue filling the broken ends (Figure 7H). Taken together, these findings suggest that functional *Postn*^+^ P-MPs are indispensable for driving bone regeneration after bone fracture.

### Conditional deletion of Igf1r in Postn^+^ cells compromised bone healing.

Next, we sought to investigate the regulatory mechanisms of *Postn*^+^ P-MPs in bicortical bone fracture healing. 

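*Igf1* (ENSMUSG00000020053; chromosome 10, 87858265 to 87937042 in GRCm38) stood at 257 CPM (95% CI, 228 to 289) in the *Postn*+ class at day 7, 719 CPM (95% CI, 709 to 729) at day 10, and 1008 CPM (95% CI, 999 to 1016) at day 14. Its log2 ratio over the other cells that were not hematopoietic was 1.59 (95% CI, 1.35 to 1.82), 2.31 (95% CI, 2.28 to 2.35), and 2.62 (95% CI, 2.59 to 2.64), respectively. The mean of the day 10 and day 14 ratios was 2.46 and moved most without batch correction, to 3.18. At day 10 the *Ctsk*+ class had 904 CPM (95% CI, 852 to 960.0), above the *Postn*+ class by a margin that its log2 ratio of -0.33 (95% CI, -0.42 to -0.24) gives. The chondrocyte-like class had 119.7 CPM, 176 CPM, and 269 CPM on the 3 days, the osteoblast-like class 19.0 CPM, 11.4 CPM, and 34.3 CPM, and hematopoietic cells 2.92 CPM at day 7.

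*Igf1* was uneven within the *Postn*+ class. At day 10 it stood at 2009 CPM in cluster 19, 638 CPM in cluster 8, 567 CPM in cluster 15, 187 CPM in cluster 22, and 14.8 CPM in cluster 9. At 2000 UMIs per cell, the third of the day 10 cells with the most *Postn* had a UMI of *Igf1* in 38.2% (95% CI, 34.4% to 42.2%) of cells, against 45.0% (95% CI, 41.0% to 49.0%) in the third between and 40.6% (95% CI, 36.8% to 44.6%) in the third with the least.

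*Igf1r* (ENSMUSG00000005533; chromosome 7, 67952827 to 68233668), the receptor gene, had 114 CPM, 46.9 CPM, and 41.8 CPM in the *Postn*+ class at day 7, day 10, and day 14. This was below the other cells that were not hematopoietic taken together, with log2 ratios of -0.39, -0.40, and -0.48. Against the chondrocyte-like class the log2 ratio was -0.24 at day 10 and -0.18 at day 14. The level did not differ beyond counting error from the chondrocyte-like class at day 7 (0.32) or the *Ctsk*+ class at day 10 (-0.29). Nor did it from the proliferating class (0.12 at day 10 and 0.0005 at day 14) or the pericyte-like class (0.18 and 0.04). The osteoblast-like class had 208 CPM, 88.2 CPM, and 72.7 CPM, and the hematopoietic cells of day 7 had 226 CPM. *Igf2* (ENSMUSG00000048583; chromosome 7, 142650766 to 142666816) had 52.3 CPM, 39.7 CPM, and 41.9 CPM in the *Postn*+ class and 435 CPM in the *Ctsk*+ class at day 10.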

Given the putative enrichment of IGF signal in the *Postn*^+^ cluster, we speculated that IGF1 signal held tremendous significance in the functional specialization of *Postn*^+^ cells. Therefore, we conditionally knocked out *Igf1r* in *Postn*^+^ cells in *Postn-CreER^T2^; Igf1r^fl/fl^* mice. Tamoxifen injection started 5 days before the fracture day. The conditional KO (CKO) mice exhibited impaired fracture healing. In detail, the percentage of bone and cartilage area was compromised at 14 days after fracture (Figure 8, A–C). The bone volume percentage was largely decreased 1 month after fracture according to the μ-CT analysis (Figure 8, D and E). Nevertheless, the quality of new bone was not substantially altered, aside from a decrease in thickness. Masson’s trichrome staining confirmed that the nonunion site was fibrous tissue (Figure 8F). It is highly plausible that *Postn*^+^ cells depend on the coordination of multiple-signal pathway such as BMP and Gas6 signaling, which are also highly expressed by *Postn*^+^ cells. 

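The paper names *Bmp1* (ENSMUSG00000022098 on chromosome 14, 70474558 to 70520234 in GRCm38) among the cytokines high in this cluster. The level of this transcript does not measure BMP signaling. In the *Postn*+ class *Bmp1* stood at 281 CPM (95% CI, 251 to 314) at day 7. At day 10 it stood at 229.6 CPM (95% CI, 224 to 235), and at day 14 at 205 CPM (95% CI, 201 to 209). Its log2 ratio over the other cells that were not hematopoietic was 0.99 (95% CI, 0.78 to 1.19), 1.14 (95% CI, 1.09 to 1.18), and 1.00 (95% CI, 0.97 to 1.04). The mean of the day 10 and day 14 ratios was 1.07 and moved most with a Leiden resolution of 1.2, to 0.73. The pericyte-like class had 276 CPM (95% CI, 245 to 309) at day 10 and 180.4 CPM (95% CI, 163 to 199) at day 14, so the log2 ratio of the *Postn*+ class over it was -0.26 (95% CI, -0.43 to -0.09) and then 0.19 (95% CI, 0.04 to 0.34).

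*Gas6* (ENSMUSG00000031451; chromosome 8, 13465374 to 13494490) had 90.2 CPM (95% CI, 73.4 to 109.7) in the *Postn*+ class at day 7, 104 CPM (95% CI, 99.9 to 107) at day 10, and 202 CPM (95% CI, 198 to 206) at day 14, with log2 ratios over the other cells of 1.68, 1.67, and 2.56. At day 10 it was highest in the *Ctsk*+ class, at 538 CPM (95% CI, 498 to 581). The log2 ratio of the *Postn*+ class over that class was -2.38 (95% CI, -2.50 to -2.25).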

Overall, the *Postn*^+^ P-MPs retained their functionality at least partially through IGF1 signaling.

## Discussion

The periosteum contains multiple SSPCs pools that manage cortical bone homeostasis and fracture repair. The in vivo origin and regulatory mechanism of SSPCs at distinct bone compartments have long been controversial due to their substantial heterogeneity and lack of specific markers. Here, by no-bias scRNA-Seq, we identified a population of *Postn*^+^ P-MPs possessing the features of MPs that are critical for cortical bone formation and repair. Spatially, *Gli1*^+^, *Lepr*^+^, and *Pdgfr*α^+^ periosteal cells are located in the fibrous layer (11), while *Ctsk*^+^, *Prx1*^+^, *Mx1*^+^*aSma*^+^, *Col2*^+^, *Osx*^+^, and *Postn*^+^ periosteal cells are located in the cambium of the periosteum during homeostasis (7, 28). *Postn*^+^ P-MPs predominantly coexpressed CD200 rather than CTSK initially but continuously generated *Ctsk*^+^ cells over time under steady-state conditions. However, during bicortical fracture, descendants of both pre- and post-*Postn*^+^ P-MPs barely expressed CTSK, suggesting that injury may stimulate a distinct population of persistent *Postn*^+^ cells. This heterogeneity of *Postn*^+^ P-MPs requires further investigation.

One of the notable differences between post-*Postn*^+^ P-MPs and pre-*Postn*^+^ P-MPs is that the progenies of post-*Postn*^+^ P-MPs reestablish the periosteum of the callus during healing, while those of the pre-*Postn*^+^ P-MPs do not. It is possible that, upon fracture, other P-SSCs differentiate into *Postn*^+^ cells and replenish the pool of P-MPs. *Gli1*^+^ cells are considered SSCs in multiple tissues (37). Our previous studies demonstrate that *Gli1* generally marks metaphyseal mesenchymal SSCs and plays an indispensable role in bone formation (23). Located in the fibrous layer of the periosteum, *Gli1*^+^ SSCs potentially supplement *Postn*^+^ cells in the cambium layer. We identified a hierarchical relationship between *Gli1*^+^, *Postn*^+^, and *Ctsk*^+^ cells in terms of homeostasis and repair. It is speculated that *Gli1*^+^ P-SSCs in both the periosteum and the metaphyseal compartment may acquire *Postn* expression early in bone healing. This may help explain the substantially greater contribution of injury-induced *Postn*^+^ cells versus that of preexisting cells. Moreover, *Postn* expression in progenies of *Gli1*^+^ cells may be activated directly by injury or indirectly through crosstalk between P-MPs and the metaphyseal compartment, similar to the regulation of growth plate resting zone stem cells by P-SSC–derived Indian hedgehog (IHH) (38). The exact upstream and downstream relationships between *Gli1*^+^ P-SSCs and *Postn*^+^ P-MPs can be explored further by more advanced genetic approaches, such as interleaved reporter transgenic mice (39, 40). Quite different from the cellular hierarchical relationships between fibrous layer and cambium layer, Liu et al. (28) recently found PCs from the 2 layers are in charge of distinct biological events. CL-PCs contribute to homeostatic bone formation, while FL-PCs mainly participate in bone injury healing. Nevertheless, they did notice a contribution of CL-PCs in early callus (day 2 and day 4) while day 14 callus was overwhelmingly composed of FL-PCs and their progenies (28). Contradictorily, previous studies reported that both CL-PCs and FL-PCs — including Mx1^+^αSmα^+^ (17), CTSK^+^ (9), LepR^+^ (41), CD51^+^ (42), αSMA^+^ (18), and Prx1^+^ (43) periosteal cells in cambium layers, and Gli^+^ (24) and Sca1^+^ (42) cells in fibrous layer — have participated in bone injury healing. In addition, Pdgfrα^+^ FL-PCs are reported to participate in cortical bone homeostasis and bone fracture healing (11), similar to *Postn*^+^ CL-PCs. It is highly plausible that a hierarchical relationship exists between the cambium layer and fibrous layer and that both layers contribute to cortical bone homeostasis and fracture healing. For example, PDGFRα^+^ FL-PCs give rise to Nestin^+^ CL-PCs, and *Gli1*^+^ FL-PCs give rise to Postn^+^ CL-PCs. Nevertheless, the present contradictory results indicate a need for better clarification of 2 layers with more advanced tools such as interleaved reporter transgenic mice. It would also be interesting to study the spatial relationship among the diverse SSPCs in homeostasis and bone injury. The spatial transcriptome has already revealed the geographic distribution of various cellular components in the BM (44, 45). In the future, new spatial transcriptome techniques must be developed for hard-tissue application.

Here, we presented a comprehensive illustration of all mesenchymal clusters of the repair stage in which active fate commitment among stem cells and progenitors occurs and identified the *Postn*^+^ cluster as periosteal MPs that play a central role in bone healing. Although there is heterogeneity among *Postn*^+^ P-MPs, and this needs to be further studied, the present characterization of *Postn*^+^ P-MPs provides additional evidence for the pooling of SSCs and potential insight for the future efficient isolation of PSCs for the stem cell–based therapy of skeletal defects.

## Methods

### Sex as a biological variable.

Similar numbers of both male and female mice were used equally in all experiments and were grouped together in the analyses.

### Mice.

Postn-creER^T2^ transgenic mice were established via Biocytogen. This transgene consists of 3.9 kb of the mouse Postn promoter driving expression of the Cre (Supplemental Figure 6). Detailed information for generation of *Postn-creER^T2^* mice is in Supplemental Methods. All mice were of a C57BL/6 background, including *Postn-creER^T2^, Rosa-DTA* (The Jackson Laboratory, 009669) (46), *Gli-creER^T2^* (The Jackson Laboratory, 007913) (47), *tdTomato* (The Jackson Laboratory, 007909) (48). *CreER^T2^*-expressing mice and/or the sex-matched littermate control were i.p. injected with 70 mg/kg tamoxifen to induce the recombination of Cre. The time frame of the tamoxifen injection strategy was described in detail above. All mice were kept in a specific pathogen–free environment with temperatures of 19°C–25°C and 40%–60% humidity.

### Ablation studies.

*Postn-CreER^T2^* transgenic mice were a gift from Xianglong Han (West China Hospital of Stomatology, Sichuan University, Chengdu, China). Rosa-DTA mice were mated with *Postn-CreER^T2^; tdTomato* mice to generate *Postn-CreER^T2^; DTA; tdTomato* mice. Two-month-old *Postn-CreER^T2^; tdTomato* or *Postn-CreER^T2^; DTA; tdTomato* mice were i.p. injected with Tamoxifen (75 mg/kg) for 5 consecutive days. To study the effects of Postn^+^ cells in bone homeostasis, the femurs were analyzed 2 months after the last Tamoxifen injection starting at 2-month-old. To study the significance of the *Postn^+^* population on the bone healing, bone fracture was established. Tamoxifen was injected at 0–4 days after fracture. To evaluate the ablation efficacy, the mice were euthanized 2 days after the last Tamoxifen injection. Otherwise, the mice were harvested 14 days or 1 month after fracture for phenotypic study.

### Bone fracture, drill injury, and calvarial defect.

Mice were anesthetized with isoflurane. Before and after all the following animal operations, mice were injected with 1.2 mg/kg buprenorphine SR for pain ease.

For drill injury, the incision was made in the skin corresponding to the middle region of the femur shaft. A hole was drilled into the cortical bone to expose the BM with a dental drill of 1.6 mm in diameter. The skin is closed with a #4/0 suture.

For bone fractures, the incision was made along the longitudinal axis of the femur shaft. The femurs were cut with tissue scissors in the middle region of the longitudinal axis of the femur, and the intramedullary steel was inserted from the knee joint through the BM compartment with a 27-gauge needle and then closed with a #4/0 gauge suture. For recurring fracture, 1 month after fracture, mice were anesthetized and femurs were exposed as mentioned above in first fracture. Cuts were made in the vertical middle of callus by scissors until reaching the steel pin. At least 2 cuts were needed to disconnect the callus to establish bicortical fractures. Then, muscles and skin were sutured.

For calvarial defect, we created a circular critical size defect with a diameter of 3.5 mm in the parietal bone.

### Tissue dissociation.

To isolate the periosteal cells, the muscle was removed from the femur. The callus was separated and thoroughly cleaned to remove BM. The callus was then crushed and digested in type I collagenase (3 mg/mL, MilliporeSigma) at 37°C for 1 hour. The digested cells were then transferred to PBS, centrifuged (500*g*), and resuspended in PBS plus 2% serum. A single-cell suspension was produced by filtration through a 40 mm mesh.

### scRNA-Seq.

The sorted lineage^–^ cells from periosteal callus were captured and sequenced via 10X Genomics scRNA-Seq following the instructions of 10X Chromium Next GEM Single Cell 3′ GEM kit (10X Genomics, v.3.1). Barcoded cells were selected, and the barcoded mRNA was reverse transcribed to cDNA. The libraries were sequenced on the Illumina NovaSeq 6000 platform. Sequence data were aligned to the mouse genome (v.M20) and UMI collapsed with Cell Ranger kit (v.4.0.0, 10X Genomics). We used Seurat v4 package (v.1.8.0.) to analyze the data. For quality filtering, the multiplets and poor-quality cells that were of a gene count of fewer than 500 or more than 5,000 and of more than 10% mitochondrial and 5% hemoglobin genes were excluded. Genes expressed by fewer than 3 cells were excluded. Batch correction was realized using ComBat implementation and analyzed proportionally. Dimensionality reduction and Leiden clustering and subclustering were done by selecting parameters based on a Principal Component Analysis (PCA) elbow plot. Lineage trajectory was conducted using scVelo RNA velocity. Integration was carried out using Seurat’s Canonical Correlation Analysis (CCA) approach to correct for batch effects. Visualization of the data was achieved through nonlinear dimensionality reduction techniques such as t-SNE and Uniform Manifold Approximation and Projection (UMAP). Lineage trajectory was conducted using Monocle2 to uncover developmental pathways or progression stages. CellChat was used to infer and analyze cell-cell communication networks based on known ligand-receptor interactions.

### Immunofluorescence staining.

The mouse femurs were isolated, the skin and the muscle were removed carefully, and the samples were fixed in 4% paraformaldehyde overnight and then washed several times with PBS. Femurs were decalcified in PBS containing 14% EDTA for 1 week with constant agitation and dehydrate with 30% sucrose overnight. Bones were sliced into 7 μm–thick sections using a CryoJane Tape Transfer System (Leica). Samples were subjected to 0.5% Triton X (BioFroxx) in PBS for 10 minutes and washed with PBS before being blocked with goat serum (Invitrogen) for 30 minutes. The samples were incubated at 4°C overnight with the following antibodies: rabbit anti-Osx (1:200; 22552, Abcam), rabbit anti-Acan (1:200; AB1031, Merck), goat anti-Pdgfrα (1:100; 17-1401-81, eBioscience), rabbit anti-Ctsk (1:100; 19027, Abcam), goat anti-Ki67 (1:100; 9129, Cell Signaling Technology), goat anti-CD44 (1:100; 14-0441-82, eBioscience), goat anti-CD34 (1:100; 48740, Signalway Antibody), rabbit anti-Postn (1:100; 79946, Abcam), or goat anti-CD200 (1:100; 314662, Abcam; MA5-17980 Thermo Fisher Scientific). Then the sections were treated with the secondary antibodies anti–rabbit Alexa Fluor 488 (1:200; A11008, Thermo Fisher Scientific) at room temperature for 1 hour. The sections were then counterstained with DAPI and mounted with a fluorescence quenching–resistant mounting reagent (Invitrogen). Confocal Images were acquired by the Olympus confocal microscope, processed, and quantified using ImageJ (NIH).

### Histological study.

Safranin O Fast Green Staining was done by the Saffron O and Fast Green Stain Kit (Solarbio, G1371). H&E staining was carried out by the H&E Stain Kit (Solarbio, G1120). Masson’s trichrome staining was conducted via the Masson’s Trichrome Stain Kit (Solarbio, G1340).

### Flow cytometry.

Samples were stained for flow cytometry using a combination of the following antibodies: anti-CD31 (1:100; 25-0311-82, eBioscience), anti-CD45 (1:100; 25-0451-82, eBioscience), anti-TER119 (1:100; 25-5921-82, eBioscience). All staining was performed on ice for 0.5 hours. Identification and screening of dead cells were achieved by the 7-AAD staining. The lin^–^ live cells were selected for scRNA-Seq. To analyze the tdTomato–labeled cells, additional antibodies were used such as anti-Sca1 (17-5981-82, eBioscience), anti-Pdgfra (203491, Abcam), anti-CD200, and anti-CD105. The FACS data were acquired by FACS flow cytometer (Beckman) and analyzed by CytExpert software.

### ISH.

ISH was done using the RNAscope Multiplex Fluorescent Reagent Kit V2 (ACD Bio, 323100) combined with the RNAscope Probe-New Target Probe following the manual. All the hybridization and incubation steps were done with hybridization and incubation steps in the HybEZ Hybridization System (110V, 310010; 220V, 310013). Briefly, the frozen slides were subjected to hydrogen peroxide treatment for approximately 10 minutes and RNAscope Protease III for 15 minutes before RNAscope detection. Probe hybridization were realized at 40°C for 2 hours. The slides were then hybridized with RNAscope MultiChannel II Fluorescence AMP 1 AMP 2 and AMP 3 sequentially. The signal of the probe were then labeled with RNAscope Multichannel Fluorescence II HRP-C1 for 15 minutes and Opal 520 for 10 minutes. The counterstaining, mounting, confocal image photographing, image processing, and analysis were done as immunofluorescence staining, described above.

### μ-CT analysis.

Thirty days after fracture, femurs from mice were fixed in 4% paraformaldehyde at 4°C overnight. Samples were washed with PBS and scanned using Scanco Medical μCT. The voltage was 55 kV, and the current was 0.145 mA (mCT 35; Scanco). The threshold was set 180–1,000 to separate mineralized hard tissue from air and soft tissue. To study the callus parameters, the contour of the callus was outlined using Scanco Medical software.

### Statistics.

All experiments were conducted independently at least 3 times on different days. Mice were randomly assigned to experiments. The statistical analyses were done by standard 2-tailed Student’s *t* test. *P* values less than 0.05 were considered statistically significant. The analytical data were acquired by the GraphPad Prism v7.03. *P* values are indicated on each graph.

### Study approval.

All mouse experiments were conducted in accordance with the protocol approved by the Ethics Committee of West China School of Stomatology, Sichuan University (WCHSIRB-D-2023-173).

### Data availability.

The scRNA-Seq data produced in this study were deposited to the NCBI’s GEO database (accession no. GSE255137). Values for all data points in graphs are available in the Supporting Data Values file. Additional information is available upon request.

## Author contributions

Conceptualization was contributed by YS, LY, and BY. Analyses and interpretation of scRNA-Seq were contributed by FS, YL, and XC. Animal keeping and model establishment were contributed by QM. Supervision was contributed by LY and YS. Writing of the original draft was contributed by BY. Review and editing were contributed by BY, YS, LY, and XH.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
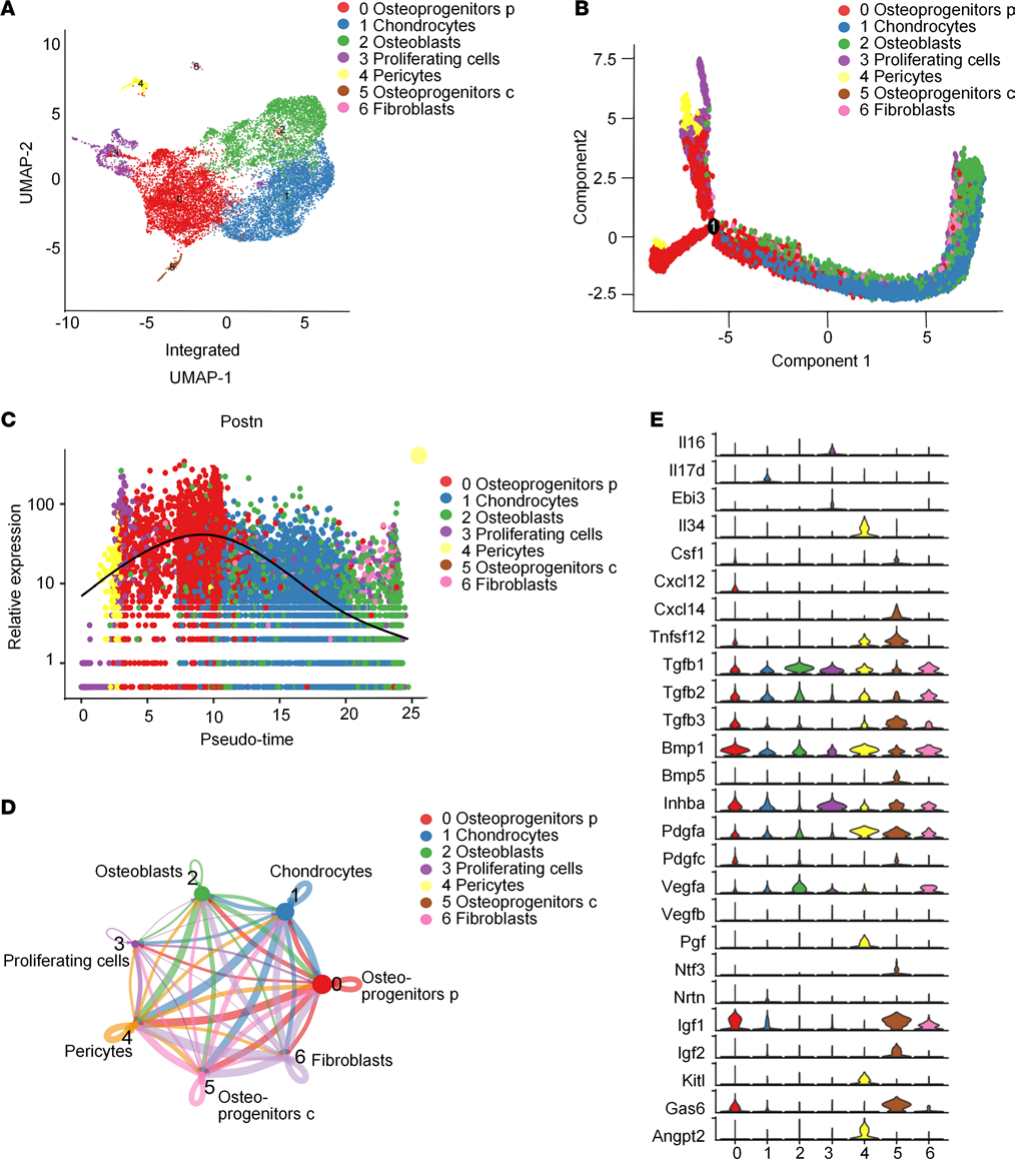
Identification of *Postn*^+^ P-MPs utilizing scRNA transcriptome profiling. (**A**) UMAP revealed cellular heterogeneity of mesenchymal cells in bone callus with 7 distinct clusters by integrating day 7, day 10, and day 14 data set. (**B**) Pseudotime ordering of callus mesenchymal cells by pseudotime Monocle trajectory plot. (**C**) *Postn* expression in each cell along the pseudotime axis. (**D**) The cellular interaction among distinct clusters based on CellChat analysis. (**E**) Representative growth factors and cytokines in each cluster. See also Supplemental Figure 1.

**Figure 2:**
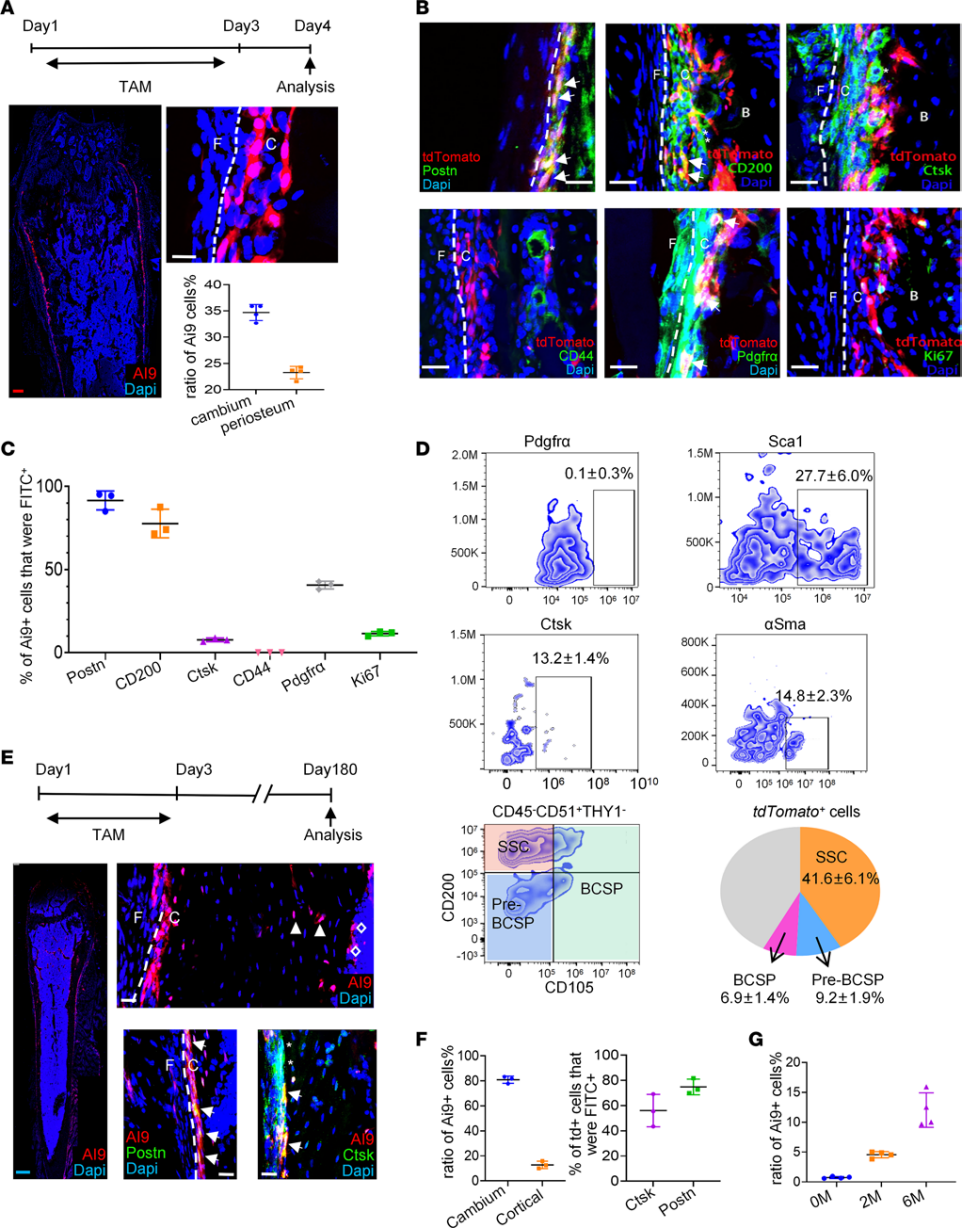
The *Postn* reporter activity labeled long-time (more than 6 months) retaining periosteal stem cells. (**A**) The *Postn* reporter activity was shown in femur of *Postn-CreER^T2^; tdTomato* mice with tamoxifen injected for consecutive 3 days (*n* = 4). The graph shows the quantitative statistics of the ratio of *tdTomato* in cambium and periosteum. (**B**) Immunofluorescence staining of select MSCs markers and Ki67 in the metaphyseal femur of *Postn-CreER^T2^; tdTomato* mice (*n* = 3). The arrow indicates the colocalization, and the asterisk indicates the single staining of target protein. (**C**) The graph was the quantitative percentage of *tdTomato^+^* cells that were immunofluorescence positive. (**D**) Flow cytometry analysis of select MSCs markers in *tdTomato^+^* periosteal cells (*n* = 3) (tamoxifen injected for consecutive 3 days and sample acquired on fourth day). Pie chart illustrates the percentage of BCSP, Pre-BCSP, and SSC in *tdTomato^+^* cells. (**E**) Immunofluorescence staining of POSTN and CTSK in femur of *Postn-CreER^T2^; tdTomato* mice 6 months after tamoxifen injection (*n* = 3). The arrowheads indicate the *tdTomato* signal in cortical bone, the diamonds indicate the *tdTomato* signal in endosteum, the arrows indicate the colocalization, and the asterisks indicate the single staining of target protein. (**F**) The left graph indicated the ratio of *tdTomato^+^* cells in cambium layer and cortical bone osteocytes. The right graph indicated the percentage of *tdTomato*^+^ cells that were CTSK^+^ or POSTN^+^. (**G**) Ratio of *tdTomato^+^* cells among cortical bone osteocytes after tracing for 0, 2, and 6 months (*n* = 4 for each group). Data were obtained from 3 independent experiments. Data are presented as mean ± SD. Red scale bar: 200 μm. Blue scale bar: 500 μm. White scale bar: 20 μm. F, fibrous layer; C, cambium layer; B, cortical bone.

**Figure 3:**
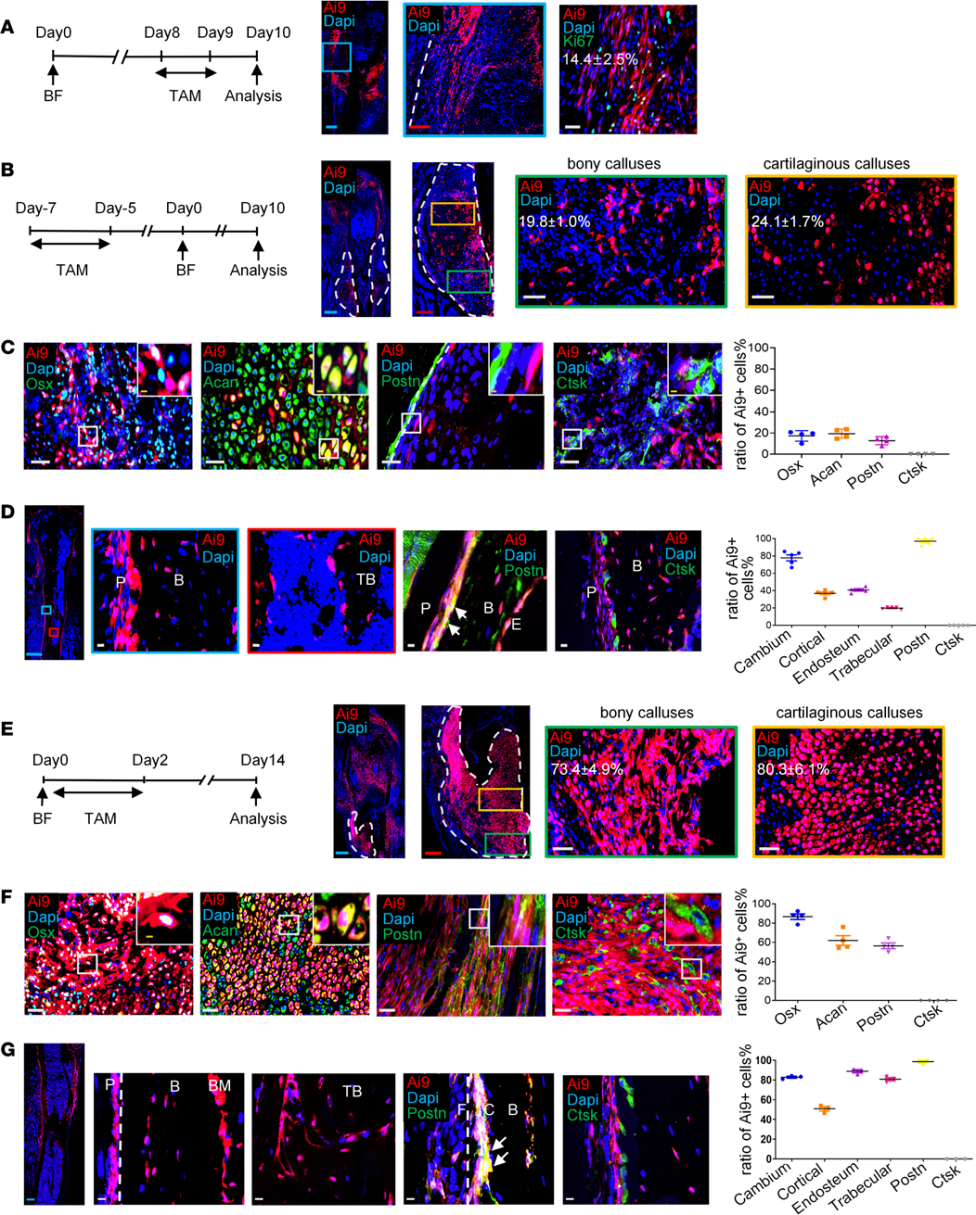
*Postn* reporter activity marked periosteal cells that contributed to bone healing. (**A**) Distribution of *Postn* reporter activity and Ki67 immunofluorescence staining in day 10 callus of *Postn-CreER^T2^; tdTomato* mice with tamoxifen injection at postfracture days 8 and 9 (*n* = 3). (**B** and **C**) Ratio of *dTomato^+^* cells in hard and soft callus and immunofluorescence staining of OSX, ACAN, POSTN, and CTSK in day 10 callus with tamoxifen injection 8 days before bone fracture for consecutive 3 days (*n* = 4). The graph indicates percentage of *tdTomato^+^* cells. (**D**) Distribution of *tdTomato* signal and immunofluorescence staining of POSTN and CTSK 2 months after fracture with tamoxifen injection 8 days before the bone fracture (*n* = 5). The graph indicated the ratio of *tdTomato^+^* cells in cambium, cortical bone, endosteum, trabecular bone, POSTN-expressing cells, and CTSK-expressing cells. (**E** and **F**) Ratio of *tdTomato^+^* cells in hard and soft callus and immunofluorescence staining of OSX, ACAN, POSTN, and CTSK in day 10 callus with tamoxifen injection for 3 days starting from the fracture day (*n* = 4). The graph indicated percentage of *tdTomato^+^* cells. (**G**) Distribution of *tdTomato^+^* cells and immunofluorescence staining of POSTN and CTSK 2 months after fracture with tamoxifen injection starting at the fracture day for 3 days (*n* = 3). The graph indicates the ratio of *tdTomato^+^* cells in cambium, cortical bone, endosteum, trabecular bone, POSTN-expressing, and CTSK-expressing cells. Data were obtained from 3 independent experiments. Data are presented as mean ± SD. Blue scale bar: 500 μm. Red scale bar: 200 μm. The arrow indicates the colocalization. White scale bar: 20 μm. Orange scale bar: 5 μm. F, fibrous layer; C, cambium layer; B, cortical bone; E, endosteum; P, periosteum.

**Figure 4:**
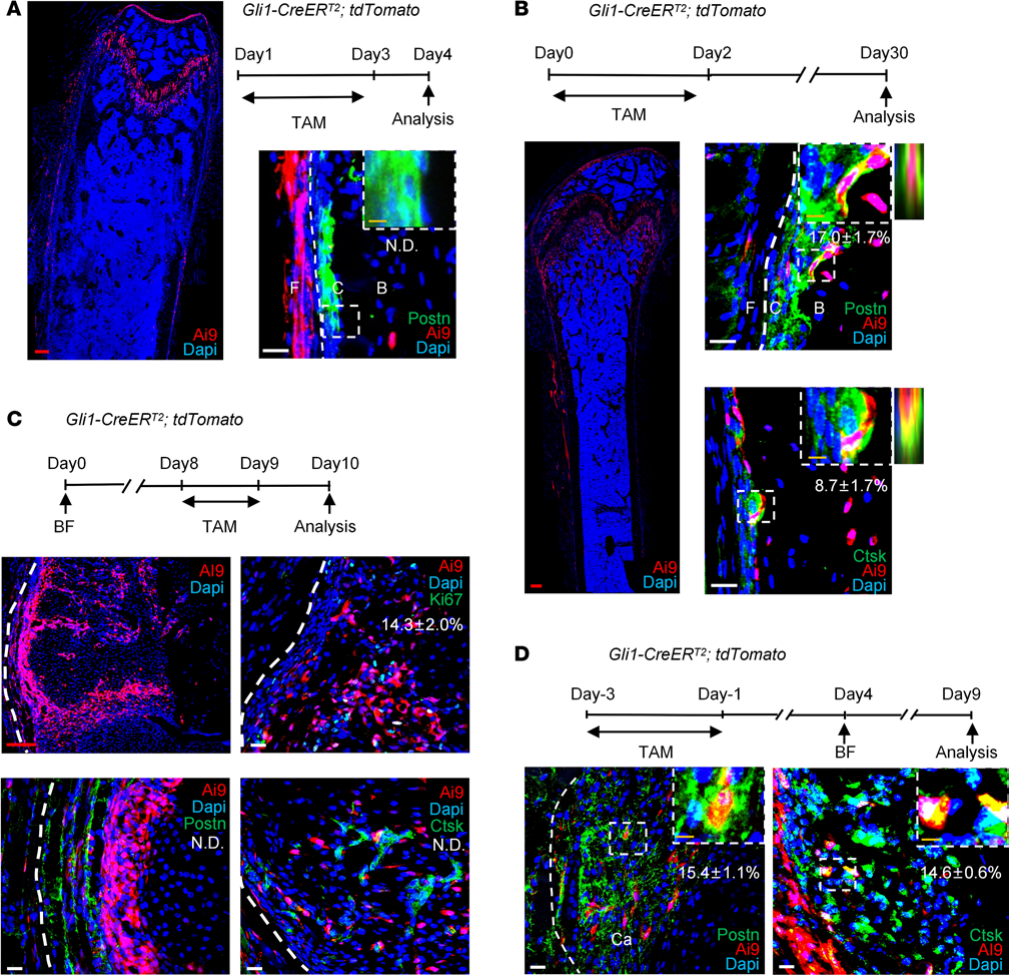
The *Postn*^+^ cells may be derived from *Gli1*^+^ cells. (**A**) The distribution of *Gli1* reporter activity and immunofluorescence staining of POSTN in the femoral metaphyseal periosteum of *Gli1-CreER^T2^; tdTomato* mice with tamoxifen injection for 3 days and samples acquired at day 4. (**B**) The distribution of *tdTomato* reporter activity and immunofluorescence staining of POSTN and CTSK in *Gli1-CreER^T2^; tdTomato* mice 1 month after tamoxifen injection for 3 days. To the right of the dashed box showed *Z* stack images of the cell in dashed box. (**C**) The distribution of *tdTomato* reporter activity and immunofluorescence staining of KI67, POSTN, and CTSK in day 10 callus of *Gli1*-*CreER^T2^*; *tdTomato* mice with tamoxifen injection at post fracture days 8 and 9. (**D**) The immunofluorescence staining of POSTN and CTSK in day 5 callus of *Gli1*-*CreER^T2^*; *tdTomato* mice. Data were obtained from 3 independent experiments. Data are presented as mean ± SD. *n* = 3 per genotype. Red scale bar: 200 μm. White scale bar: 20 μm. Orange scale bar: 5 μm. F, fibrous layer; C, cambium layer; B, cortical bone; Ca, callus. See also Supplemental Figure 4.

**Figure 5:**
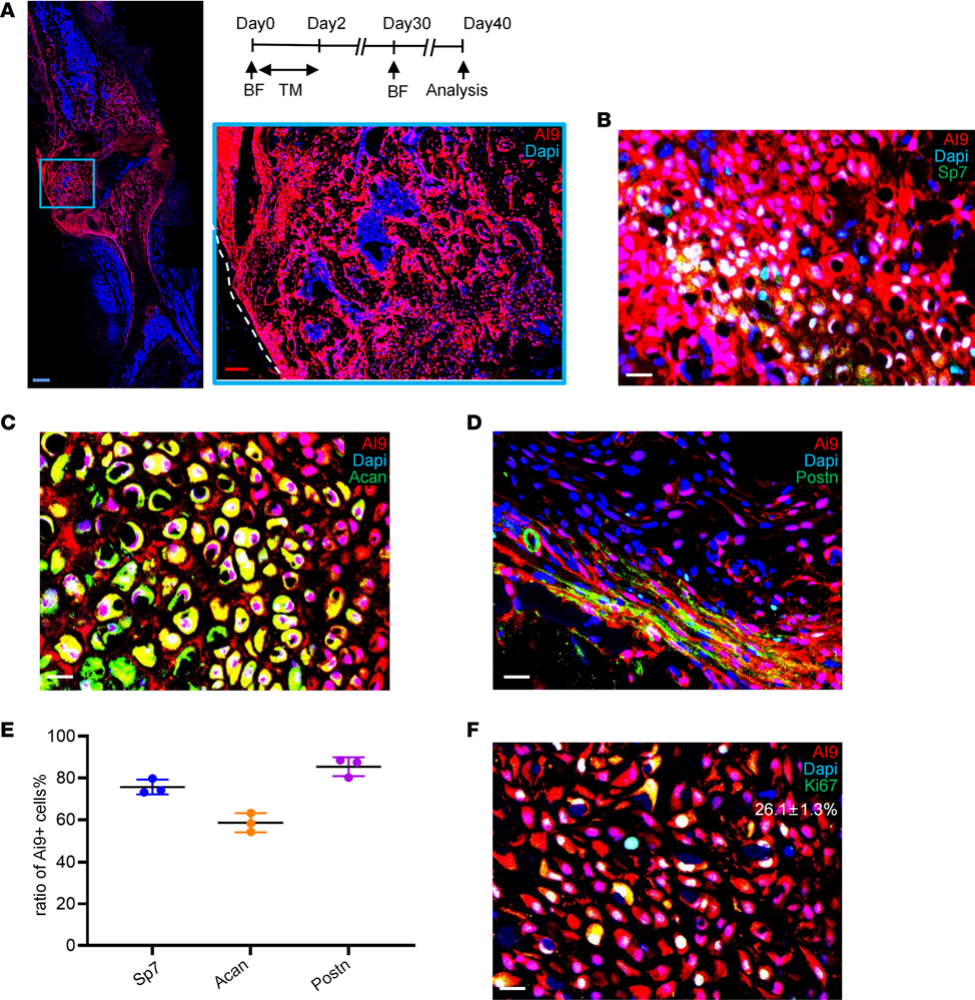
*Postn^+^* cells could be reactivated in a successive bone fracture. (**A**–**D**) Distribution of *tdTomato^+^* cells (**A**) and immunofluorescence staining of OSX (Sp7) (**B**), ACAN (**C**), and POSTN (**D**) in day 10 callus of second fracture in *Postn*-*CreER^T2^; tdTomato* mice. Tamoxifen was injected for 3 consecutive days starting from the fracture day. A second fracture was performed 1 month after first one, and day 10 callus of the second fracture was examined. (**E**) The graph showed the ratio of *tdTomato^+^* cells in POSTN^+^, OSX^+^, and ACAN^+^ cells. (**F**) Immunofluorescence staining of Ki67 in day 10 callus of second fracture in *Postn-CreERT2; tdTomato* mice. Data were obtained from 3 independent experiments. Data are presented as mean ± SD. *n* = 3 per genotype. Blue scale bar: 500 μm. Red scale bar: 200 μm. White scale bar: 20 μm. F, fibrous layer; C, cambium layer; B, cortical bone; Ca, callus. See also Supplemental Figure 5.

**Figure 6:**
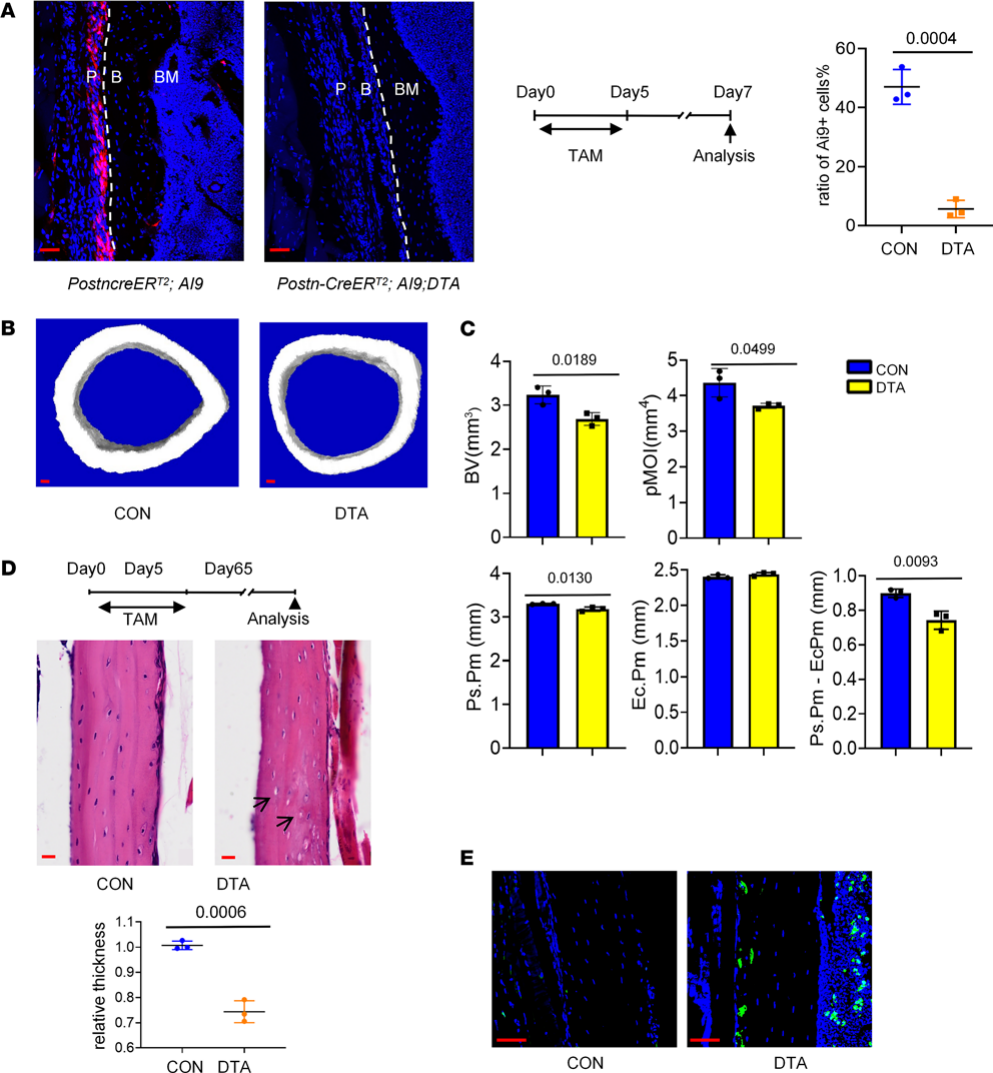
The ablation of *Postn*^+^ cells impaired cortical bone formation in homeostasis. (**A**) Distribution of *tdTomato^+^* cells in periosteum of *Postn-CreER^T2^; tdTomato* (CON) mice and *Postn-CreER^T2^; tdTomato; DTA* (DTA) mice. Tamoxifen was injected for 5 days, and samples were acquired at seventh day. B, cortical bone; P, periosteum. (**B**) μ-CT reconstructions of midshaft femoral cortical bone. (**C**) The cortical bone parameter of midshaft femoral cortical bone by CT analysis in the *Postn-CreER^T2^; DTA* mice and control mice (*Postn-CreER^T2^*). The analysis included the bone volume (B.V), polar moment of inertia (pMOI), outer/periosteal perimeter (Ps.Pm), endocortical perimeter (Ec.Pm), and Ps.Pm versus Ec.Pm. (**D**) The H&E staining of femoral bone in the *Postn-CreER^T2^; DTA* mice and control mice. The graph showed the relative thickness of midshaft cortical bone. (**E**) Tunel staining in CON and DTA group. Data were obtained from 3 independent experiments. Statistics, standard 2-tailed Student’s *t* test. Data are presented as mean ± SD. *n* = 3 per genotype. Red scale bar: 50 μm. The arrows indicate the vacuolar fossa in the cortical bone.

**Figure 7:**
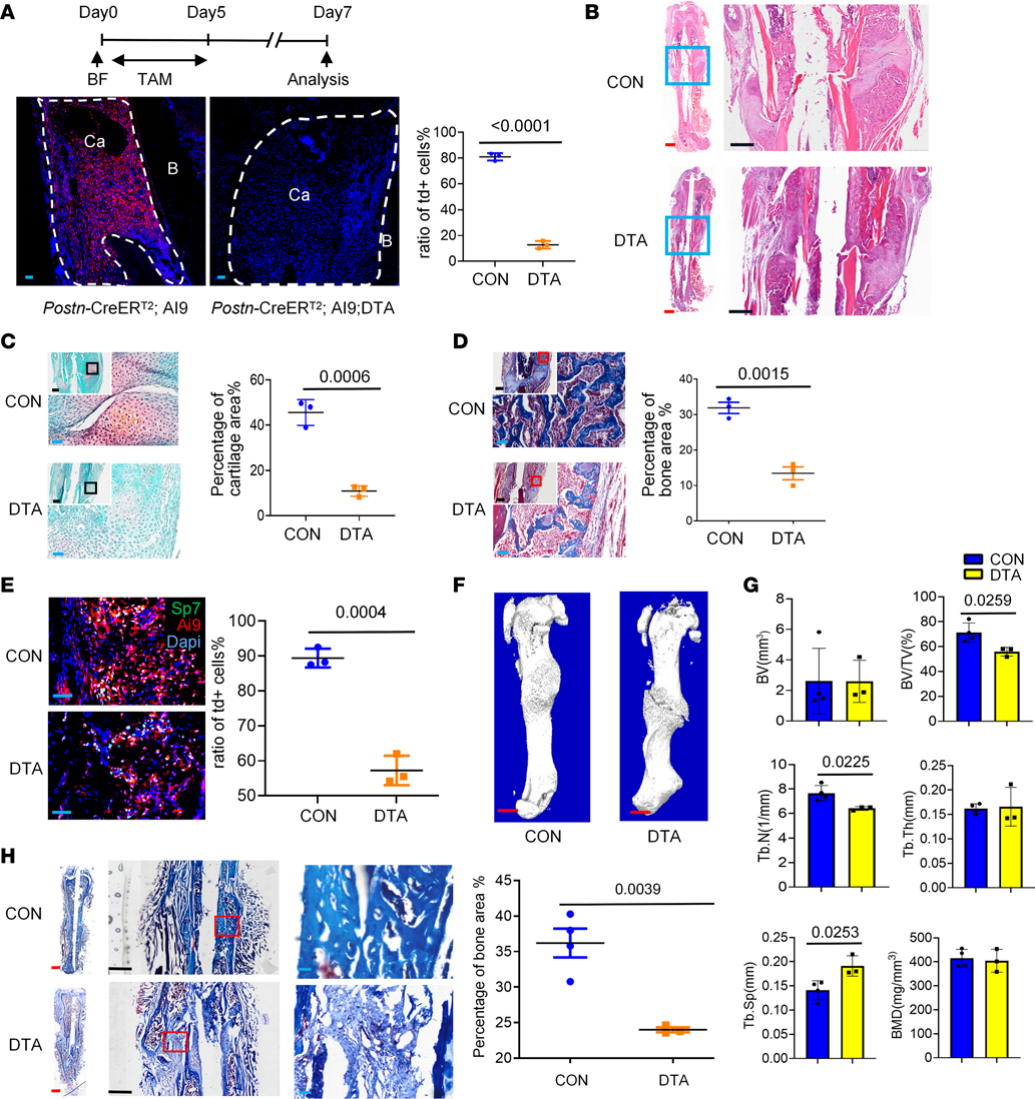
The deletion of *Postn^+^* cells impaired bone healing. (**A**) Distribution of *tdTomato^+^* cells in day 7 callus of *Postn-CreER^T2^; tdTomato* (CON) and *Postn-CreER^T2^; tdTomato; DTA* (DTA) mice with 5 day tamoxifen administration starting from the fracture day. B, cortical bone; Ca, callus (*n* = 3 per genotype). (**B**–**D**) The H&E staining (**B**), safranin O (**C**), and Masson’s trichrome staining (**D**) of day 14 callus in DTA mice and control mice (*n* = 3 per genotype). The graph illustrates the percentage of cartilage area (**C**) and bone area (**D**). (**E**) The immunofluorescence staining of OSX (Sp7) in day 14 callus in the *Postn-CreER^T2^; tdTomato; DTA* mice and control mice (*n* = 3 per genotype). The graph illustrates the ratio of *tdTomato^+^* in OSX-expressing cells. (**F** and **G**) The μCT reconstructions (**F**) and comparative parameters (**G**) of the callus 1 month post fracture (*n* = 4 in CON group and *n* = 3 in DTA group). The analysis included the bone volume (B.V), bone volume/tissue volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), and bone mineral density (BMD). (**H**) The Masson’s trichrome staining of the fractured bone in DTA and control mice 1 month after fracture (*n* = 4 in CON group and *n* = 3 in DTA group). Data were obtained from 3 independent experiments. Standard 2-tailed Student’s *t* test. Data are presented as mean ± SD. Red scale bar: 1 mm. Black scale bar: 500 μm. Blue scale bar: 50 μm.

**Figure 8:**
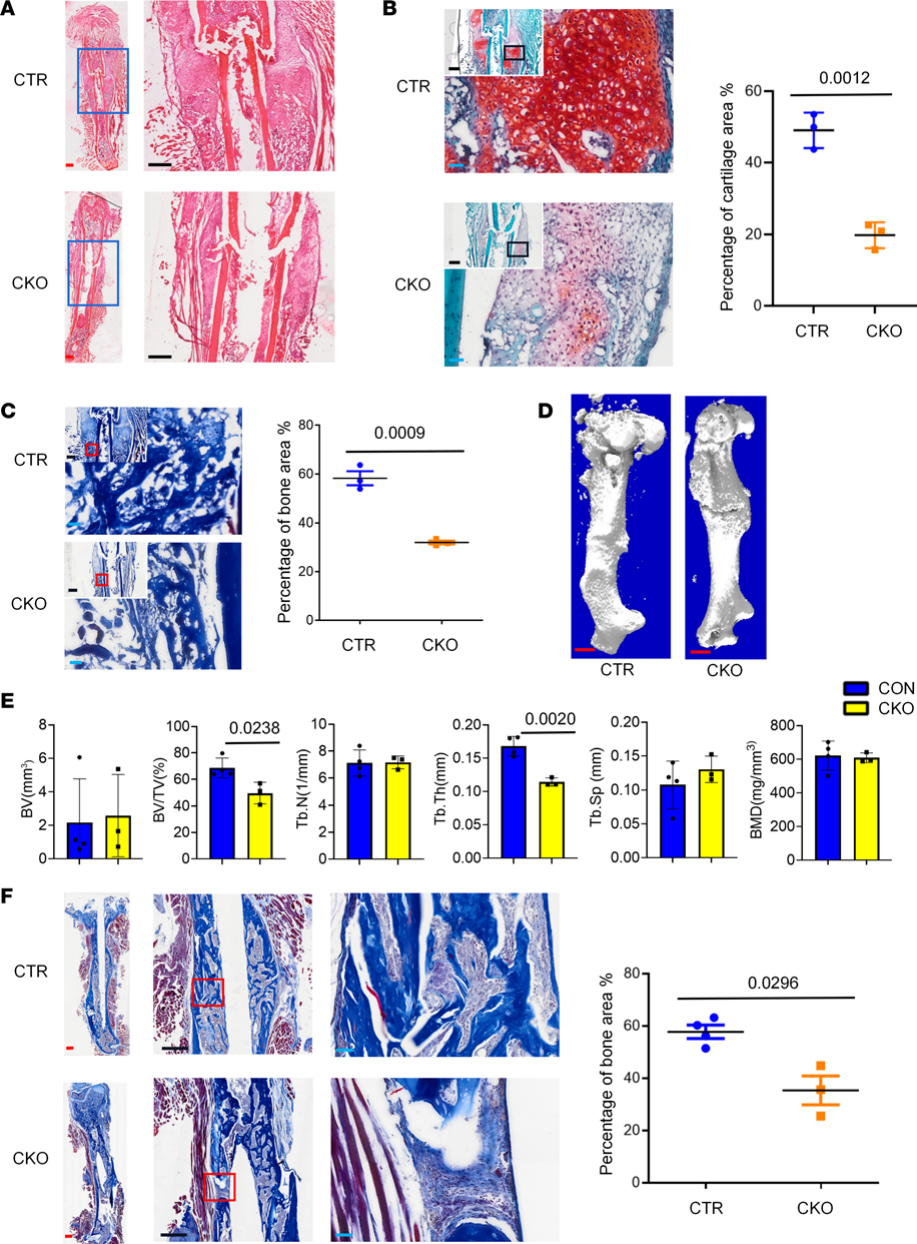
CKO of *Igf1r* in *Postn*^+^ cells compromised bone healing. (**A**–**C**) The H&E staining (**A**), safranin O (**B**), and Masson’s trichrome staining (**C**) of the day 14 callus in the *Postn-CreER^T2^; Igf1r^fl/fl^* mice (CKO) and control mice (*Igf1r^fl/fl^*) (*n* = 3). The graph illustrates percentage of cartilage area (**B**) and bone area (**C**). (**D** and **E**) The μ-CT reconstructions (**D**) and analytical results (**E**) in the callus 1 month after fracture (*n* = 4 in CTR group and *n* = 3 in CKO group). The analysis included the bone volume (B.V), bone volume/tissue volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), and bone mineral density (BMD). (**F**) The Masson’s trichrome staining of the callus 1 month after fracture (*n* = 4 in CTR group and *n* = 3 in CKO group). Data were obtained from 3 independent experiments. Standard 2-tailed Student’s *t* test. Data are presented as mean ± SD. Red scale bar: 1 mm. Black scale bar: 500 μm. Blue scale bar: 50 μm.

# Supplementary material for: Identification of Postn+ periosteal progenitor cells with bone regenerative potential
**Source:** JCI Insight. 2024 Oct 8;9(19):e182524. doi: 10.1172/jci.insight.182524
**Supplement:** Supplemental data

# Supplemental information

## Supplemental data

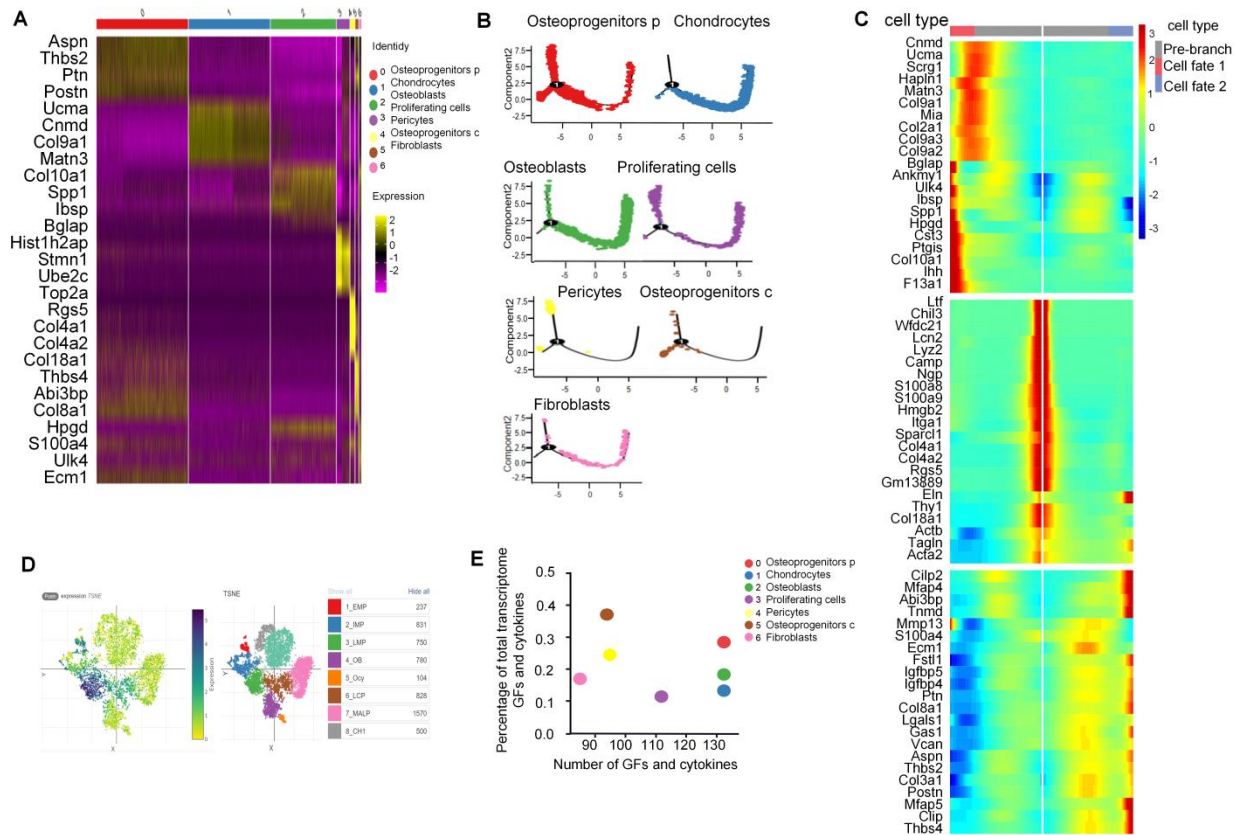

**Supplemental Figure 1. Identification of *Postn*<sup>+</sup> P-SSCs utilizing scRNA transcriptome profiling.** (A) The heat map revealed the top 4 gene signatures in respective clusters. (B) Pseudotime ordering of callus mesenchymal cells of each cluster by pseudotime Monocle trajectory plot. (C) Heatmap of the pseudotime -dependent genes. (D) Distribution of *Postn* expressing cells in femoral mesenchymal clusters by TSNE. Data were produced by the dataset (GSE108892) uploaded by Leilei, et al. EMP: early mesenchymal progenitors; IMP: intermediate mesenchymal progenitors; LMP: late mesenchymal progenitors; OB: osteoblasts; Ocy: osteocytes; LCP: lineage committed progenitors; MALP: marrow adipogenic lineage precursors; CH1: chondrocytes. (E) Number and percentage of total transcriptome of growth factors and cytokines in each cluster.

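A signature heat map shows, for each cluster, the genes whose levels set it apart from the other clusters. The leading genes of a class were taken as those with the largest CPM fold over all other cells of the library, hematopoietic cells included, with 1 CPM added to both sides, among genes with a UMI in at least 25% of the cells of the class. At day 7 the other cells were mostly hematopoietic, and *Ptn* led in the *Postn*+ class, with 822 CPM against 4.16 CPM, *Ucma* in the chondrocyte-like class, with 1541 CPM against 6.20 CPM, and *Col10a1* in the osteoblast-like class, with 4324 CPM against 14.2 CPM. On the later days the leading genes were in part others. In the *Postn*+ class *Lrrc15* led at day 10, with 166 CPM against 12.1 CPM, and *Ptn* led at day 14, with 1059 CPM against 75.6 CPM. *Chodl* led in the *Ctsk*+ class at day 10 (359.8 CPM against 0.214 CPM). *Epyc* led in the chondrocyte-like class on both later days, with 185 CPM at day 10 and 113 CPM at day 14. *Col10a1* led in the osteoblast-like class on both later days as well, with 14175 CPM against 337 CPM at day 10 and 15372 CPM against 561 CPM at day 14. Within that class at day 14, *Col10a1* was at 2323 CPM in cluster 7 and 672 CPM in cluster 13. *Hmmr* led in proliferating cells and *Rgs5* in pericyte-like cells on both later days.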

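The second measure was taken as the share of a class's UMIs that came from the hand-written list of growth factors and cytokines. With all libraries pooled it was 1.01% in the *Ctsk*+ class, 0.700% in the *Postn*+ class, 0.604% in osteoblast-like cells, 0.539% in proliferating cells, 0.526% in chondrocyte-like cells, and 0.497% in pericyte-like cells. The classes draw on the days in different proportions. Within day 10 the share was 1.03% (95% CI, 1.01% to 1.05%) in the *Ctsk*+ class, 0.724% (95% CI, 0.721% to 0.727%) in the *Postn*+ class, and 0.617% in osteoblast-like cells, with 0.546% to 0.599% in the other classes. Within day 14 it was 0.686% in the *Postn*+ class and 0.587% in osteoblast-like cells, with 0.447% to 0.503% in the other classes with at least 50 cells. At day 7 osteoblast-like cells had 0.850% (95% CI, 0.837% to 0.863%), above the 0.803% (95% CI, 0.787% to 0.820%) of the *Postn*+ class. The measure weights genes by their level, so a few abundant genes can carry it, whereas the number of genes counts a gene at 3 cells and at all cells alike. Under the alternatives the share in the *Postn*+ class ran from 0.681% to 0.715%.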

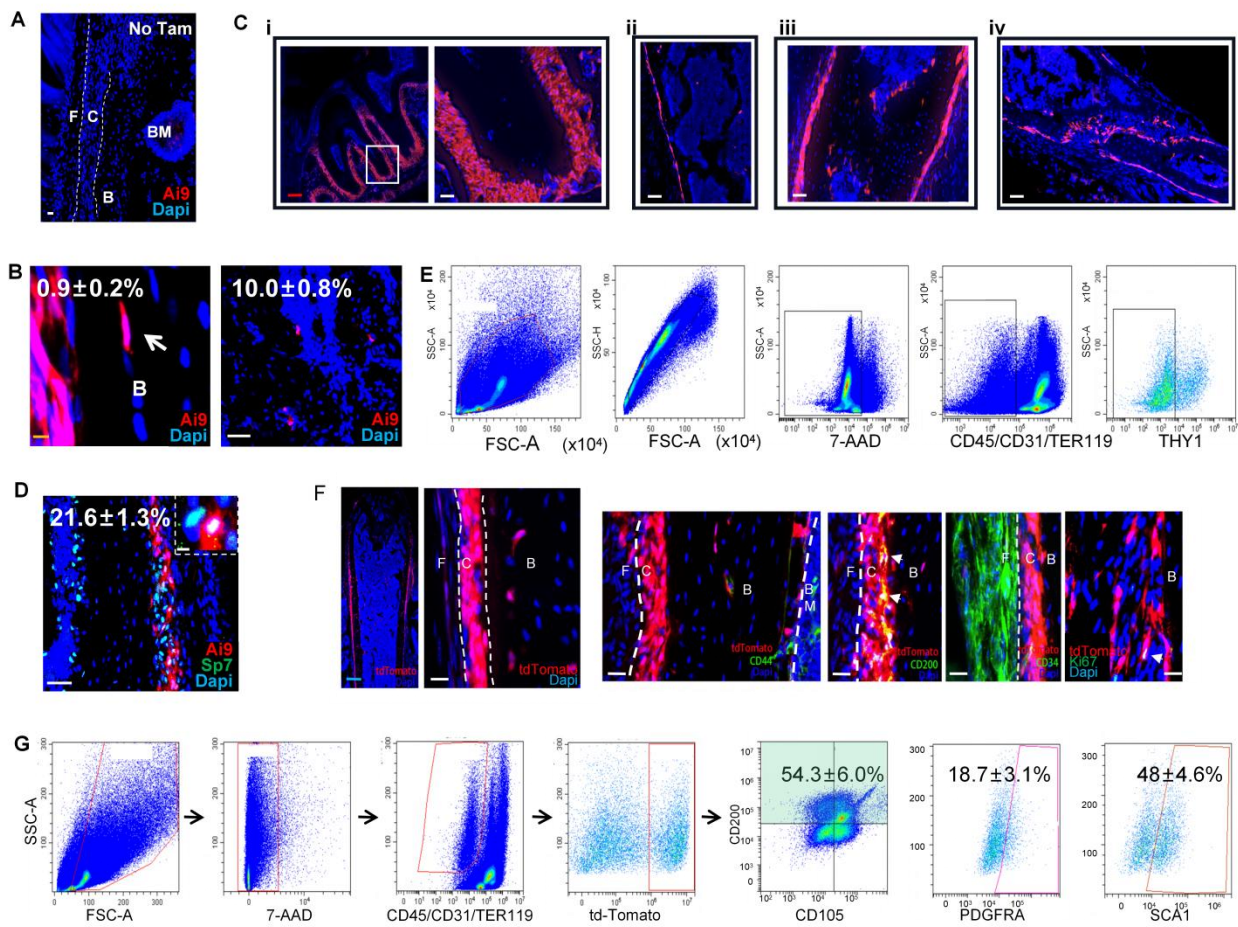

**Supplemental Figure 2. *Postn* marks long-term quiescent skeletal stem cells within the periosteum.** (A) Leak of *Cre* was barely observed in the absence of tamoxifen injection in *Postn-CreER<sup>T2</sup>; tdTomato*. (B) Distribution of *tdTomato* in trabecular bone surface in cortical bone and bone marrow compartment. The arrow indicates the osteocytes in cortical bone. (C) *Postn* reporter activity in teeth (i), vertebra (ii), ribs (iii) and cranium (iv). (D) Immunofluorescence staining of Sp7 in femur of *Postn-CreER<sup>T2</sup>; tdTomato* mice. (E) The gating of flowcytometry analysis in Fig. 2C. (F) The distribution of *tdTomato* and immunofluorescence staining of MSCs markers and Ki67 in the femur after tracing for 2 months. (G) The flowcytometry analysis of *tdTomato*<sup>+</sup> cells in day 10 callus of *Postn-CreER<sup>T2</sup>; tdTomato* mice with tamoxifen injection for 3 days starting from the fracture day. Data were present as means  $\pm$  SD. Blue scale bar: 500  $\mu$ m. Red scale bar: 200  $\mu$ m. White scale bar: 20  $\mu$ m. “F” is abbreviated for fibrous layer, “C” is abbreviated for cambium layer, “B” is abbreviated for cortical bone, “BM” is abbreviated for bone marrow.

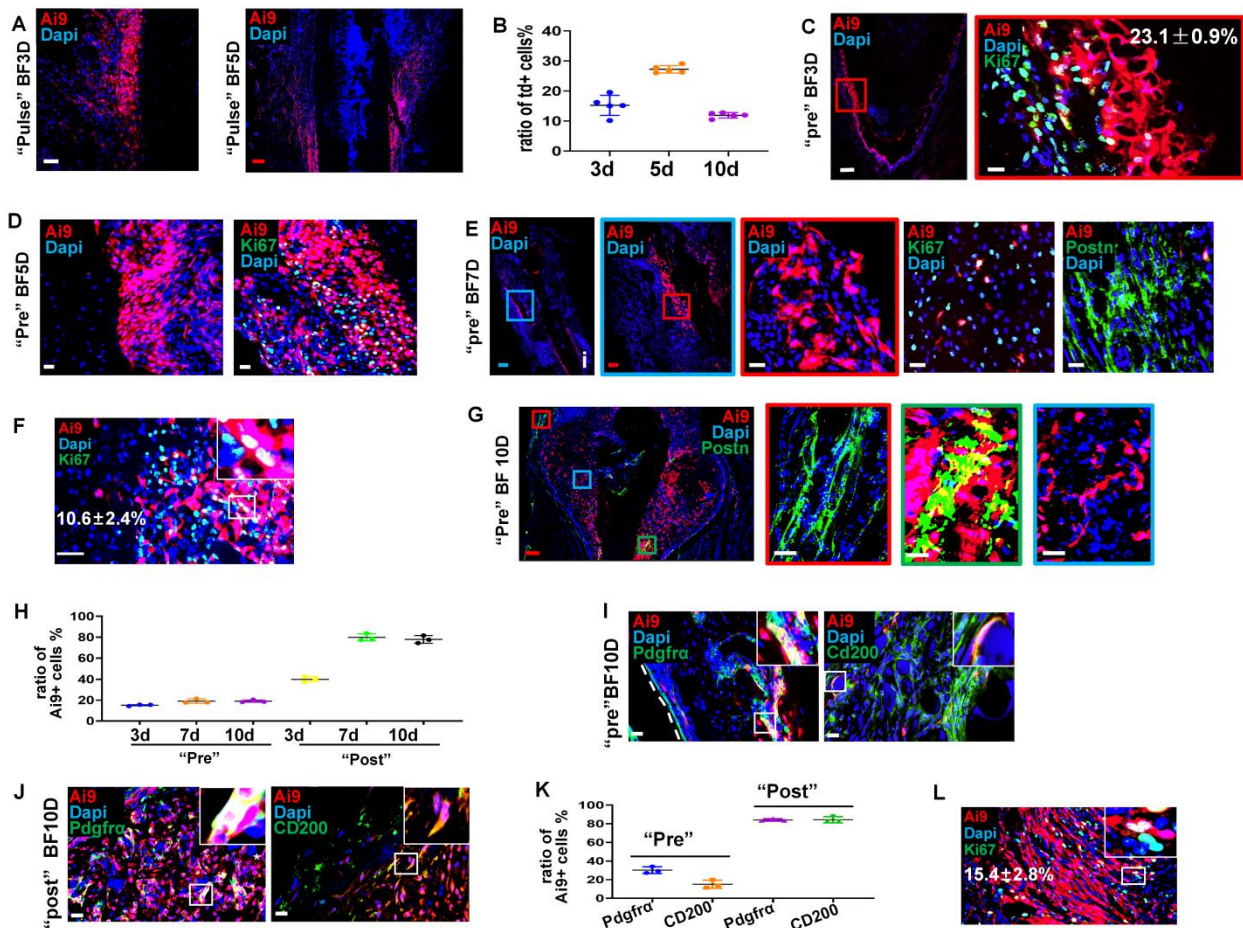

**Supplemental Figure 3. *Postn*<sup>+</sup> SSCs are responsible for cortical bone formation after fracture.** (A) Distribution of *Postn* expressing cells in day 3 (i) and day 5 (ii) callus. Tamoxifen was injected twice starting at 2 days before sacrifice. (B) Ratio of *Postn* positive cells in day 3, day 5 and day 10 callus. Tamoxifen was injected twice starting at 2 days before sacrifice. (C) Distribution of *tdTomato* and immunofluorescence staining of Ki67 in day 3 callus of *Postn-CreER*<sup>T2</sup>; *tdTomato* mice with the "pre" strategy. "Pre" strategy means tamoxifen injection 8 days before the bone fracture for consecutive 3 days. (D) Distribution of *tdTomato* and immunofluorescence staining of Ki67 in day 5 callus in the "pre" strategy of *Postn-CreER*<sup>T2</sup>; *tdTomato* mice. (E) Distribution of *tdTomato* and immunofluorescence staining of Ki67 and *Postn* in day 7 callus of *Postn-CreER*<sup>T2</sup>; *tdTomato* mice with the "pre" strategy. (F-G) Immunofluorescence staining of Ki67 (F) and *Postn* (G) in day 10 callus of *Postn-CreER*<sup>T2</sup>; *tdTomato* mice with the "pre" strategy. (H) Percentage of *tdTomato*<sup>+</sup> cells in day 3, day 7 and day 10 callus with the "pre" and "post" strategy (n = 3 for each group). "Pre" means tamoxifen injection 8 days before the bone fracture for consecutive 3 days. "Post" means tamoxifen injection starting at the fracture day for 3 days. (I-K) Immunofluorescence staining of *Pdgfra* and CD200 in day 10 callus of *Postn-creER*<sup>T2</sup>; *tdTomato* mice with "pre" (I) and "post" (J) strategy and the quantitative percentage (K). (L) Immunofluorescence staining of Ki67 in day 10 callus of *Postn-CreERT2*; *tdTomato* mice with the "post" strategy (n = 3). Data were present as means ± SD. Blue scale bar: 500 μm. Red scale bar: 200 μm. White scale bar: 20 μm. Orange scale bar: 5 μm. "F" is abbreviated for fibrous layer, "C" is abbreviated for cambium layer, "B" is abbreviated for cortical bone, "E" is abbreviated for endosteum, "P" is abbreviated for periosteum.

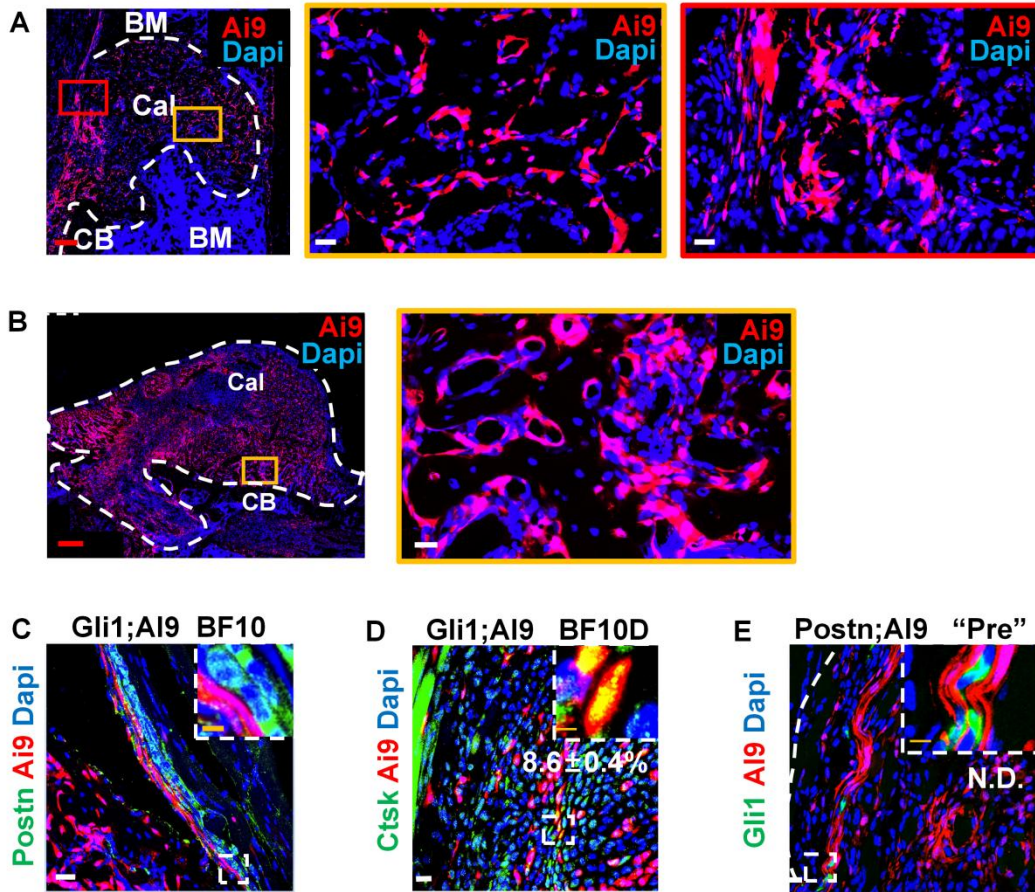

**Supplemental Figure 4. *Postn*<sup>+</sup> cells can be reactivated in successive bone injuries. (A)** Distribution of *tdTomato*<sup>+</sup> cells in day 10 callus of *Postn-creERT2*; *tdTomato* mice. Drill injury was performed in the mice and tamoxifen was injected for 3 days starting from the surgery day. **(B)** Distribution of *tdTomato*<sup>+</sup> cells in *Postn-creERT2*; *tdTomato* mice 10 days after cranial bone defect in *Postn-creERT2*; *tdTomato* mice. Tamoxifen was injected for 3 days starting from the surgery day. **(C)** Immunofluorescence staining of POSTN in day 10 callus in *Gli1-creERT2*; *tdTomato* mice. **(D)** Immunofluorescence staining of CTSK in day 10 callus in *Gli1-creERT2*; *tdTomato* mice. **(E)** RNA scope of *Gli1* expression in day 10 callus of *Postn-creERT2*; *tdTomato* mice. Tamoxifen was administered 8 days before bone fracture for 3 consecutive days. Data were present as mean ± SD. Blue scale bar: 500 μm. Red scale bar: 200 μm. White scale bar: 20 μm. “CB” is abbreviated for cortical bone, “BM” is abbreviated for bone marrow, “Cal” is abbreviated for callus.

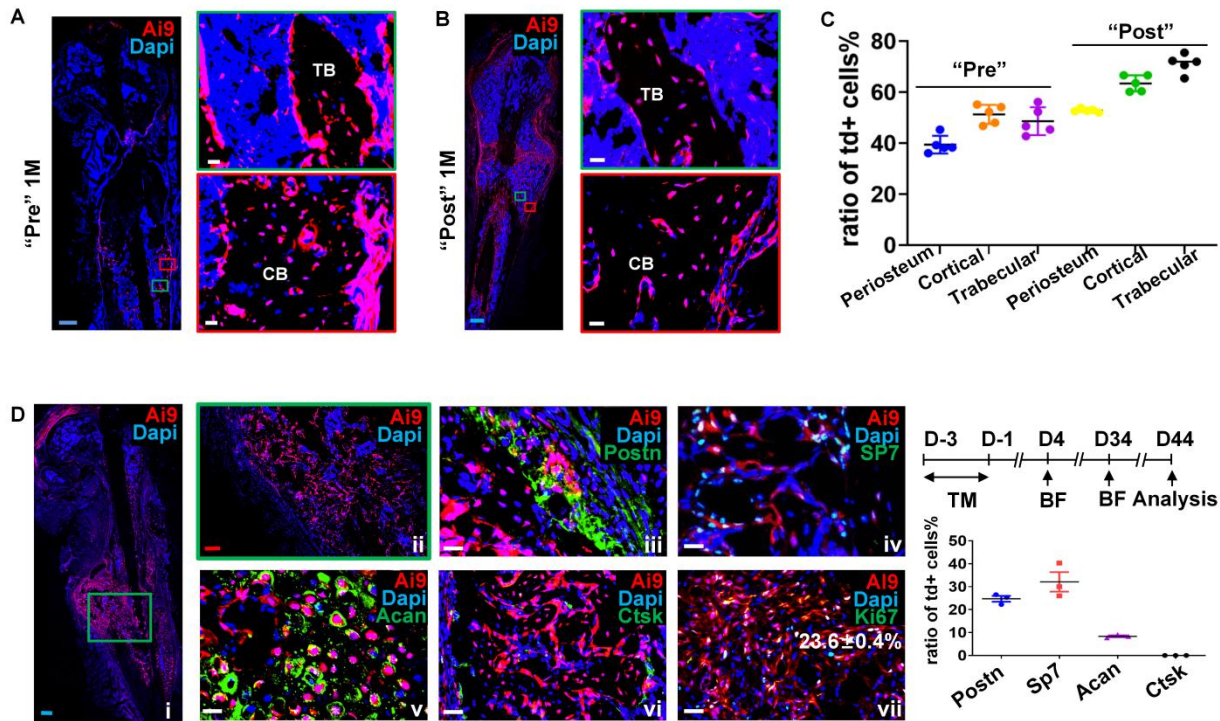

### Supplemental Figure 5. *Postn*<sup>+</sup> cells can be reactivated in successive bone injuries

(A) Distribution of *tdTomato*<sup>+</sup> cells one month after 1<sup>st</sup> fracture with Tamoxifen injected 8 days before 1<sup>st</sup> fracture for 3 days. (B) Distribution of *tdTomato*<sup>+</sup> cells one month after the first fracture with Tamoxifen injection started at the fracture day for 3 days. (C) Contribution of pre-existing and injury-induced *Postn*<sup>+</sup> cells to periosteum, cortical bone and trabecular bone. (D) Distribution of *tdTomato*<sup>+</sup> cells (i-ii) and immunofluorescence staining of POSTN (iii), SP7 (iv), ACAN (v), CTSK (vi) and KI67 (vii) in *Postn-creER*<sup>T2</sup>; *tdTomato* mice 10 days after 2<sup>nd</sup> fracture. Tamoxifen was injected 8 days before 1<sup>st</sup> fracture for 3 days. Data were present as mean ± SD. Blue scale bar: 500 μm. White scale bar: 20 μm. "CB" is abbreviated for cortical bone, "TB" is abbreviated for trabecular bone.

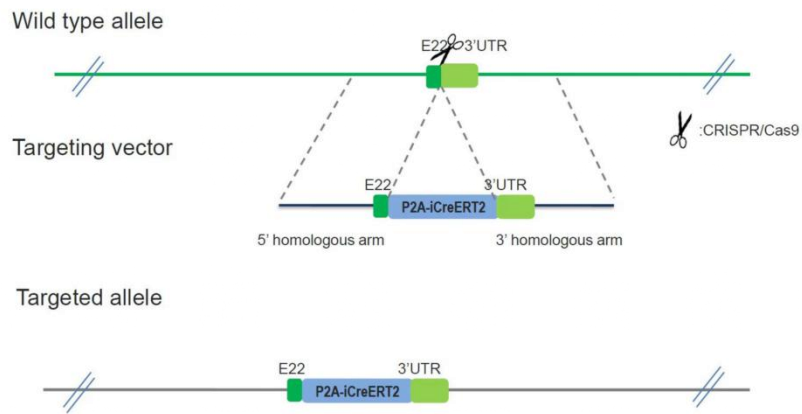

**Supplemental Figure 6. The construction strategy of *Postn-creER<sup>T2</sup>* transgenic mouse.** This transgene consists of 3.9 kb of the mouse periostin promoter driving expression of the *Cre*.

## Supplemental material

### Generation of Postn-iCreERT2 KI mice

Screening of sgRNAs and donor vector construction

For generating Postn-iCreERT2 KI mice, we design sgRNAs targeting the sites near Stop codon. For the targeted region, CRISPR design tool (<http://www.sanger.ac.uk/htgt/wge/>) were used to design candidate guide RNAs. UCATM (Universal CRISPR Activity Assay) were adopted to screen the on-target activity of candidate guide RNAs.

### Production of Cas9 mRNA and sgRNA

T7 RNA polymerase was used to transcribe the Cas9 mRNA and sgRNA in vitro. To generate sgRNA and Cas9 mRNA, sequence of T7 promoter was introduced to sgRNA or Cas9 mRNA template via PCR reaction. Then purify T7-Cas/sgRNA PCR products by running gel. In vitro transcription was carried out by the MEGAscript T7 kit (Life Technologies) following the manuals with the purified PCR products as the template. Purify Cas9 mRNA and sgRNA by MEGAclear kit and elute them by RNase-free water.

### Donor vector construction

To avoid random integrations, we adopt a circular vector, which contains P2A- iCreERT2 and 2 homology arms (left 1500 bp and right 1500 bp). The vector was employed as templates for repair of the Cas9/sgRNA generated DSBs. The P2A- iCreERT2 was inserted before stop codon of Postn gene.

### Microinjection

C57BL/6N female mice donated the embryos and ICR mice were pseudopregnant foster mothers. Super-ovulated female C57BL/6N mice were crossed with C57BL/6N stud males. Capture the fertilized embryos in the ampullae of donor mice. Mix distinct concentrations of Cas9 mRNA and sgRNA and inject them into the cytoplasm of one-cell stage fertilized eggs. Transfer the surviving zygotes into oviducts of ICR female mice.

### Southern blotting

Mice DNA was extracted and digested from tails by EcoNI (NEB) before it was separated on a 1% agarose gel. Then a nylon membrane (Hybond N+; Amersham International plc) was used to transfer the DNA. The PCR DIG probe synthesis kit (Roche Applied Science Inc.) was used to label a PCR-generated probe. Then hybridize the membrane with the probe by DIG Easy Hyb Granules (Roche Applied Science Inc.) at 42°C overnight. The hybridization signals were developed by DIG Luminescent Detection Kit (Roche Applied Science Inc.).

When labeling the probe, Taq DNA polymerase was used and DIG-11-dUTP was incorporated to generate 3'-external and internal DIG-labeled probes via PCR reaction following the manuals.

Use the following primers for amplifying the 3'-external (478 bp) probe:

CATTGCTGCGGGCATCTGT (forward) and CAGAAAGCACTTTCCTGTGAGCTG (reverse). Use the following primers for the internal (529bp):

CCTTCTGACTCCAATGCTGTGTC (forward) and ATCTCTGCCCAGAGTCATCCTTG (reverse).

How the deposited data were processed for this re-analysis (not part of the article)

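The expression data are 3 droplet libraries of single cells from mouse fracture callus, 1 each from day 7, day 10, and day 14 after fracture, sorted as CD45-CD31-TER119- according to the paper. There were no replicate libraries. The authors aligned the reads and collapsed the UMIs with Cell Ranger, and what they deposited are whole UMI counts per gene and cell, without normalization. The deposited barcodes included cells outside the paper's own limits, so no limit on genes, mitochondrial UMIs, or hemoglobin UMIs had been applied to them. Before the limits, 664 cells at day 7, 575 at day 10, and 917 at day 14 had fewer than 500 genes, 1168, 741, and 960 had more than 5000 genes, 210, 1393, and 1880 had more than 10% mitochondrial UMIs, and 504, 9, and 7 had more than 5% hemoglobin UMIs. Cells within the limits were 77.1%, 74.9%, and 75.9% of the deposited cells. Genes seen in at least 3 cells were kept, 21692 in all. Gene positions come from the GENCODE M21 annotation of GRCm38, which holds 32235 of the deposited gene identifiers (99.8%).

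The libraries were integrated with Seurat 5.3.0 in R 4.3.3 by canonical correlation analysis with 2000 variable genes and 30 dimensions. Further steps used Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, and matplotlib 3.10.9. An exact graph of 20 nearest neighbors was built on the 30 dimensions, and clusters came from the Leiden algorithm at a resolution of 0.8, run to convergence with seed 0. The paper's text names neither the resolution nor the number of dimensions. The number of clusters first varied with floating-point rounding, and the exact graph, rounded edge weights, and the run to convergence were adopted after that was seen.

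Before the data were examined, the limits on cells, the integration, the resolution, the marker lists, the measures, the rule for naming genes, and most alternatives were fixed. The rules that turn the lists into lineages and names were chosen after seeing the data. For the lineage, clusters made without batch correction were used, 22 in number. The 9 with *Ptprc* above 50 CPM, the lowest at 245 CPM, were called hematopoietic, and the highest of the others had 9.82 CPM. For the names, each cluster got, for each list, the mean over the markers of the log2 of CPM plus 10, minus the mean over the clusters of the same lineage with at least 50 cells. A list was eligible with at least 3 markers that were higher by a log2 difference of 0.5 and seen in at least 10% of the cells. The highest score gave the name, unless another eligible list held at least 2 more of the 10 genes with the largest fold, or 1 more in hematopoietic clusters. A cluster stayed without a name when it had fewer than 20 cells or when any other list held at least 2 more of these 10 genes. Other ways of scoring, by the number of markers among the top genes and by scaled scores, were tried on the data and dropped.

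The lists of the 7 groups were those of the paper's text and Supplemental Figure 1, with *Sp7*, *Bglap2*, *Dmp1*, *Ifitm5*, and *Acan* added. Further lists covered neutrophils, macrophages, osteoclasts, mast cells or basophils, lymphocytes, endothelial cells, erythroid cells, muscle cells, Schwann cells, tenocytes, and adipogenic reticular cells. Among the hematopoietic cells of day 7, 5418 were neutrophil-like, 1069 proliferating, and 261 lymphocyte-like, and the other added lists named no cluster. Cells with a UMI of *Pecam1*, which encodes CD31, were 5.04% at day 7, 2.68% at day 10, and 3.56% at day 14. Genes were named in the text when the paper names them for this experiment in its text, Figure 1E, or Supplemental Figure 1, when they belong to a fixed list, or when they were among the 5 genes with the largest fold of a class over all other cells in any library with at least 50 of its cells. Genes that lead single clusters were named after their values were seen.

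Levels are CPM of UMIs summed over the cells of a class in 1 library, with exact Poisson 95% intervals. Ratios of levels have exact binomial intervals and shares of cells have Clopper-Pearson intervals. A count of 0 UMIs was read as allowing up to 3 counts, and a share of 0 cells has its Clopper-Pearson bound. No p-values were computed, since each day had 1 library and cells of 1 library are not replicates. Shares of cells with a UMI of a gene were taken after each cell was thinned to 2000 UMIs, a depth that 22667 cells reached. Diffusion pseudotime used 10 of 15 computed diffusion components. Monocle2 and CellChat were not available, and RNA velocity needs spliced counts, which were not used here, so the trajectory and the ligand-receptor counts use other methods than the paper's.

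The procedures were tested on simulated data. For 13257 genes with 200 changed between 2 classes, 100% of the changed genes had the right direction and 95.2% of the intervals held the true ratio. Of 2100 simulated cells in 7 classes, 100% got their own class. An order of 1000 simulated cells was recovered with a Spearman correlation of 0.988. The counts for the ratios came from the Poisson distribution that the intervals assume. Simulated cells were drawn from summed profiles of classes named by the same rule, without libraries to integrate. The order ran between the *Postn*+ and osteoblast-like profiles, with its end labelled osteoblast-like for the root. These tests check the computation and cannot show that the names or the order hold in the real cells.

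The alternatives were ComBat or no correction in place of canonical correlation analysis, Leiden resolutions of 0.4 and 1.2, 20 and 50 dimensions, variable genes without the paper's marker genes, a mitochondrial limit of 5%, removal of likely doublets, other summaries of expression, a pseudotime root at the medoid of the *Ctsk*+ class, and other limits for the lists. For the number of cells kept they were a mitochondrial limit of 5%, which left 21675 cells, a limit of 20%, which left 24823, and leaving out the hemoglobin limit, which left 23592. Scrublet's own threshold called 0, 9, and 6 doublets, so the cells with the highest scores were removed instead, at 0.8% per 1000 cells of the library (511, 464, and 1023 cells). Doublets and cells above 5% mitochondrial UMIs were removed after clustering. Alternatives added after seeing the data were an integration of the cells that are not hematopoietic alone, a lineage from the integrated clusters, and an order without the *Ctsk*+ class. The experiments on reporter mice, flow cytometry, imaging, and histology were left out, since the deposited expression files do not cover them. Values behind their graphs are in the paper's supporting data and were not analyzed.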

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

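The tests for free RNA at day 7, for the limit of 5000 genes, and for doublets were chosen only after the results were seen. So was the alternative that takes the lineage from the integrated clusters.

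The paper sorted cells without CD45 and does not report what remained of hematopoietic cells. In the day 7 library 96.2% of the kept cells lay in clusters with *Ptprc*, against 0.152% at day 10 and 1.55% at day 14, and most of them were neutrophil-like. Across the alternatives the day 7 share ran from 95.4% to 96.9%, the day 10 share from 0.147% to 6.16%, and the day 14 share from 1.54% to 6.98%. Free RNA of blood cells in droplets with mesenchymal cells was tested first. *Col1a2*, *Col3a1*, *Sparc*, and *Bgn* together stood at 179 CPM in the hematopoietic cells of day 7 and at 47186 CPM in the other cells of that library, or 0.379% of their level, so these droplets do not hold mesenchymal cells with added blood RNA. A loss of mesenchymal cells to the limit of 5000 genes was tested next. Of the 1168 day 7 cells above the limit, 280 had no UMI of *Ptprc*, more than the 265 cells kept that were not hematopoietic. The other 888 cannot all be called hematopoietic, because 18.5% of the kept cells that were not hematopoietic also had a UMI of *Ptprc*. If all 1168 were kept and none were hematopoietic, hematopoietic cells would still make up 82.5% of the 8185 cells, so the limit does not account for their majority, though it may have removed many mesenchymal cells. Another account is that hematopoietic cells passed the sort or that the library came from callus that was not sorted, and these routes cannot be told apart because there is 1 library of day 7. Cells with more than 5% hemoglobin UMIs, which a sort against TER119 should remove, were 5.54% of the deposited cells at day 7, 0.102% at day 10, and 0.0539% at day 14. The median was 4930.5 UMIs in the hematopoietic cells of day 7 and 18979 UMIs in the others. Day after fracture also differs between the libraries, and a greater share of hematopoietic cells in early callus stays open as an untested biological explanation. Whether these cells came from callus, blood, or bone marrow was not tested. The limit for the other results is that day 7 rests on 265 cells that were not hematopoietic.

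A cluster without a name held 171 cells of day 14 and 20 of day 10. The cluster was singled out after its values were seen. At day 14 it had *Ulk4* at 66.9 CPM and *Ankmy1* at 57.5 CPM, against 17.6 CPM and 12.2 CPM in the other named cells, and it also carried neutrophil transcripts such as *Camp* at 288 CPM against 20.0 CPM. *Ulk4* is a marker of the paper's fibroblast cluster, while *S100a4*, another of them, stood at 369 CPM against 227 CPM. Doublets of a neutrophil and a mesenchymal cell should hold at least as many UMIs as a mesenchymal cell. The cluster had a median of 7522 UMIs against 15957.5 UMIs in the other named cells, which speaks against doublets. Whole neutrophil RNA would bring *Tyrobp*, *Srgn*, *Fcer1g*, and *Coro1a* in proportion to *S100a8* and *S100a9*. They came to 65 UMIs, or 1.67% (95% CI, 1.29% to 2.13%) of *S100a8* and *S100a9*, and to 2.91% in the hematopoietic cells of day 14. The cluster's ratio lies below that of whole cells but not far below it, so the presence and absence of whole neutrophil RNA cannot be told apart. Free RNA spread over all droplets could also weigh more in shallow cells. *S100a8* and *S100a9* stood at 2030 CPM in the cluster and 287 CPM in the other named cells, a 7.08-fold difference, but these genes helped to form the cluster, so that difference decides nothing. The 4 other neutrophil genes together were 2.26-fold higher (34.0 CPM against 15.0 CPM), close to the 2.12-fold difference in median depth. Singly they varied, with *Coro1a* at 9.41 CPM against 1.78 CPM and *Tyrobp* at 12.0 CPM against 3.18 CPM. *Fcer1g* stood at 7.32 CPM against 4.19 CPM, and *Srgn* was lower, at 5.23 CPM against 5.86 CPM. Free RNA and another origin therefore cannot be told apart. *S100a8* and *S100a9* in the cluster were at 1.04% of their level in hematopoietic cells. A difference between day 10 and day 14 stays open as an untested biological explanation.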

How the results depend on the processing

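The alternatives that integrate only the cells that are not hematopoietic, that take the lineage from the integrated clusters, and that leave the *Ctsk*+ class out of the order were chosen only after the results were seen. No paired analysis was possible because the 3 libraries come from different days and the labels pair no animals. No alternative changed the sign of the mean log2 ratios of *Postn*, *Igf1*, and *Bmp1* or of the median marker ratios of the classes. Classes were named by their markers, *Postn* among them, so the signs of the *Postn* and marker ratios follow from the naming. *Igf1* and *Bmp1* were not among the markers of the class. The differences in median pseudotime between the *Postn*+ class and the chondrocyte-like and osteoblast-like classes also kept their sign. The main root lay by rule opposite to the osteoblast-like class, so the sign for that class follows largely from the root. The sign for the chondrocyte-like class also depends on the root and is not independent. In the neighbor graph the *Ctsk*+ class, which held the main root, shared 412 edges with *Postn*+ cells and 0 with chondrocyte-like cells. Without the *Ctsk*+ class the root was itself a *Postn*+ cell. The ratios of *Gas6*, *Igf1r*, and *Igf2* and those against the *Ctsk*+, proliferating, and pericyte-like classes were not run under the alternatives. Rankings changed. The *Postn*+ class lost its first place in list genes in 6 of 13 alternatives, with up to 4 classes ahead. The 1 class that was earlier in pseudotime became 0 or 2 in 3 of 12, and a fibroblast-like class, absent in the main clustering, appeared under 3 settings. A value without a test was taken as moved when it left the 95% interval of its counting error, which is narrow at this depth. A count of cells, genes, or pairs was taken as moved when it changed by more than 1.5 times. A number of classes was taken as moved at any change. For the results given with values, 105 values moved and 55 did not. In the other results, which cover further classes, marker shares, and pseudotime distances, 158 moved and 141 did not. The cause was not tested for any of the changes listed, except where the construction of the alternative gives it.

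The values to compare with are these. The *Postn*+ class held 28.6% of the cells that were not hematopoietic at day 10 and 40.7% at day 14, and its markers had a median log2 ratio of 2.81. The mean log2 ratio of *Postn* over day 10 and day 14 was 3.67 against the osteoblast-like class and 2.85 against the chondrocyte-like class. Against all other cells it was 2.46 for *Igf1* and 1.07 for *Bmp1*. With edges to hematopoietic cells and to cells without a name left out, the share of osteoblast-like edges that reached the *Postn*+ class was 31.4%, and 1 class had an earlier median pseudotime. The *Postn*+ class had 178 list genes and 909 ligand-receptor pairs, with 3 classes ahead in pairs, the *Postn* bins had a log2 ratio of 5.70, and 96.2% of the day 7 cells were hematopoietic. By number of list genes 0 classes were ahead of the *Postn*+ class, and by genes per cell at day 14 there were 2.

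ComBat gave shares of 23.2% and 36.6%, a marker ratio of 2.27, *Postn* ratios of 3.37 and 2.57, an *Igf1* ratio of 2.38, 21.3% of the edges, and 3 classes ahead in genes per cell. No batch correction gave shares of 34.1% and 47.5%, *Postn* ratios of 3.16 and 2.81, an *Igf1* ratio of 3.18, a *Bmp1* ratio of 0.96, and 34.4% of the edges.

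At a Leiden resolution of 0.4 the day 14 share was 39.6%, the marker ratio 2.76, the *Postn* ratios 3.51 and 2.77, and the edges 28.5%. No cluster was named *Ctsk*+ there, so 0 classes were earlier in pseudotime and values of that class could not be given. At a Leiden resolution of 1.2 the shares were 21.3% and 29.2%, the marker ratio 2.35, and the *Postn* ratios 4.06 and 2.92. The *Igf1* ratio was 2.58, the *Bmp1* ratio 0.73, the edges 20.9%, and 1 class was ahead in list genes.

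With 20 dimensions the shares were 20.6% and 28.7%, the marker ratio 2.36, the *Postn* ratios 4.26 and 2.61, the *Igf1* ratio 2.57, and the *Bmp1* ratio 0.77. The edges were 11.7%, 1 class was ahead in list genes, 1 was ahead in genes per cell, and 95.5% of the day 7 cells were hematopoietic. With 50 dimensions the shares were 23.6% and 36.9%, the marker ratio 2.61, the *Postn* ratios 3.86 and 3.01, the *Igf1* ratio 2.85, and the *Bmp1* ratio 0.82. The edges were 26.7%, 2 classes were earlier in pseudotime, 1 was ahead in list genes, 3 were ahead in genes per cell, and 95.7% of the day 7 cells were hematopoietic.

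Variable genes without the paper's marker genes gave shares of 19.8% and 31.2%, a marker ratio of 2.45, *Postn* ratios of 3.50 and 2.55, an *Igf1* ratio of 2.44, a *Bmp1* ratio of 0.88, 23.1% of the edges, and 1 class ahead in list genes. The integration of only the cells that are not hematopoietic gave shares of 25.4% and 39.4%, a marker ratio of 2.28, *Postn* ratios of 3.11 and 2.64, an *Igf1* ratio of 2.57, a *Bmp1* ratio of 1.03, 34.7% of the edges, and 3 classes ahead in genes per cell.

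A mitochondrial limit of 5% gave shares of 27.3% and 37.6%, a marker ratio of 2.84, *Postn* ratios of 3.70 and 2.87, 28.5% of the edges, and 96.9% hematopoietic cells at day 7. Removal of the highest doublet scores gave a marker ratio of 2.99, *Postn* ratios of 3.82 and 3.00, an *Igf1* ratio of 2.58, and a *Bmp1* ratio of 1.13. The mean over cells of each cell's CPM gave a marker ratio of 2.66, *Postn* ratios of 3.49 and 2.71, an *Igf1* ratio of 2.28, and a *Bmp1* ratio of 1.02. Median-of-ratios size factors gave a marker ratio of 2.62, *Postn* ratios of 3.47 and 2.53, an *Igf1* ratio of 2.26, and a *Bmp1* ratio of 0.86.

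Without the *Ctsk*+ class in the order, 0 classes were earlier by construction. With 20 bins the log2 ratio of the highest *Postn* bin over the last was 5.83. Lineage from the integrated clusters put 95.4% of the day 7 cells among the hematopoietic. List genes in the *Postn*+ class numbered 112 with a UMI in at least 1% of the cells and 49 in at least 10%, where 4 classes were ahead, and 59.9 with equal numbers of cells, where 2 were ahead. These limits count fewer genes by construction. For ligand-receptor pairs 4 classes were ahead of the *Postn*+ class at 5% of the cells and 2 at 20%, and thinning to 2000 UMIs left 451 pairs with 1 class ahead.

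The direction of the *Postn*, *Igf1*, *Bmp1*, and *Postn*+ marker ratios held in all 12 alternatives run for each. For *Postn* and the markers the naming of the classes fixes this direction, so it shows stability only for *Igf1* and *Bmp1*. The number of cells kept stayed within 1.5 times the main count in the 4 alternatives run for it. Depth limits the results of day 7, where 265 cells were not hematopoietic, and of the *Ctsk*+ class, which had 50 cells or more at day 10 alone.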

Differences from the paper's values

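Supplemental Figure 1E gives growth factors and cytokines as a percentage of the total transcriptome, and its caption does not define this further. The paper's values were read by eye. They are set beside the share of all UMIs from growth factor and cytokine genes, which may be another measure. In the *Ctsk*+ class the share was 1.01%, against the paper's about 0.37% in Supplemental Figure 1E, read by eye. In the *Postn*+ class it was 0.700%, against the paper's about 0.28% in Supplemental Figure 1E, read by eye. Osteoblast-like cells had 0.604%, against the paper's about 0.18% in Supplemental Figure 1E, read by eye. Proliferating cells had 0.539%, against the paper's about 0.11% in Supplemental Figure 1E, read by eye. Chondrocyte-like cells had 0.526%, against the paper's about 0.13% in Supplemental Figure 1E, read by eye. Pericyte-like cells had 0.497%, against the paper's about 0.24% in Supplemental Figure 1E, read by eye. None of the alternatives set before the data were examined closed any of these 6 gaps, and neither did the added integration without hematopoietic cells. The paper's gene list is not given in its text, and the list used for these shares was written by hand with 244 genes. No alternative for these shares changed the list or the measure, so none could show whether either accounts for the gaps.

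The paper names a fibroblast cluster, and none of the 26 clusters was named fibroblast-like. Alternatives set before the data were examined gave such a class at a Leiden resolution of 1.2, with 20 dimensions, and with 50 dimensions.

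The paper gives the *Postn*+ cluster and chondrocytes as the most active in interactions. In the count of ligand-receptor pairs, proliferating cells had 947 and the *Ctsk*+ class 932, against 922 for chondrocyte-like cells and 909 for the *Postn*+ class. Of the alternatives set before the data were examined, none put the *Postn*+ and chondrocyte-like classes above the other 4. With cells thinned to 2000 UMIs the *Postn*+ class came second with 451 pairs, after the *Ctsk*+ class with 484.

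The paper places the *Postn*+ cluster at the start of the differentiation route. In diffusion pseudotime 87.8% of the first of 10 equal parts of the order were *Postn*+ cells, but the *Ctsk*+ class had an earlier median, 0.145 against 0.688. The root was itself a *Ctsk*+ cell, so that early median follows from the root and is not independent evidence of an earlier state. The number of classes earlier than the *Postn*+ class was 0 at a Leiden resolution of 0.4, where no *Ctsk*+ class was named, and also 0 when the *Ctsk*+ class was left out, an alternative chosen after seeing the values.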

Other observations

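The tests for undetected *Xist*, for free RNA of *Col10a1* and other genes of hypertrophic chondrocytes, for such cells in the osteoblast-like class, and for *Igf1* and *Postn* in the same cells were chosen only after the results were seen.

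The paper states that male and female mice were used equally. A UMI of *Xist*, which is expressed from the inactive X chromosome of female cells, was found in 2 of the kept cells at day 7, 13 at day 10, and 13 at day 14, or 0.0285%, 0.197%, and 0.132%. A UMI of any of the Y linked genes *Ddx3y*, *Eif2s3y*, *Uty*, and *Kdm5d* was found in 43.2%, 80.4%, and 77.7% of the cells. If female cells were present and their *Xist* had escaped detection, a large part of the deep cells should lack the Y linked genes. Of the day 14 cells that were not hematopoietic and had at least 10000 UMIs, 85.8% had a UMI of a Y linked gene. If the cells without one were female, their share should not depend on depth. It was 22.7% in day 14 cells with 10000 to 15000 UMIs and 6.22% in those with more than 25000 UMIs, and it fell from 23.9% to 6.39% at day 10. These values are consistent with libraries that came mostly or wholly from male mice, which remains a hypothesis since it was found and tested on the same data. A small number of female cells stays open, and the sex of the animals behind each library is not given in the sample labels.

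The *Postn*+, chondrocyte-like, and osteoblast-like classes had the most growth factor and cytokine genes detected and also the most cells. With 165 cells per class, the *Postn*+ class was among the top 3 classes in 62 of 100 draws, the osteoblast-like class in 4, and the chondrocyte-like class in 0. The number of cells may therefore account for the lead of these classes in the number of genes. No biological explanation was tested.

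*Col10a1* and *Ihh*, genes of hypertrophic chondrocytes, were high in part of the osteoblast-like class. At day 14, *Ihh* stood at 756 CPM in cluster 18, which was named after the *Col10a1* and *Ibsp* list, and at 16.0 CPM in cluster 13, where *Ifitm5* stood at 1089 CPM. The log2 ratio of *Col10a1* between the highest and the lowest of these clusters was 5.06, and 5.85 at a Leiden resolution of 1.2, but *Col10a1* helped to form and name the clusters, so this ratio decides nothing. Free RNA from hypertrophic chondrocytes would reach droplets of other types alike, among them the hematopoietic cells, which were set apart by *Ptprc*. At day 14 these held 2.93 UMIs of *Col10a1* per cell, against 244 in the osteoblast-like class and 377 in its cluster 18. For *Ihh* the UMIs per cell were 0.157 against 8.20. Over *Col10a1*, *Ihh*, *Mef2c*, *Panx3*, and *Pth1r*, the UMIs per hematopoietic cell came to at most 5.80% of those in the osteoblast-like class, which speaks against free RNA as the whole cause. In clusters 7 and 13 together, with 16.2 UMIs of *Col10a1* and 0.506 of *Ihh* per cell, free RNA can make up a larger part. If the class held hypertrophic chondrocytes beside osteoblasts, cluster 18 should have less *Col1a1* and more *Col2a1* than cluster 13. At day 14 *Col1a1* stood at 2136 CPM in cluster 18 and 33414 CPM in cluster 13, or 6.39% of that level, and *Col2a1* at 17997 CPM and 2985 CPM. At day 10 *Col1a1* stood at 5141 CPM and 37321 CPM and *Col2a1* at 29632 CPM and 7503 CPM. Cluster 7, with less *Col10a1* than cluster 18, had more *Col2a1*, at 32575 CPM at day 10 and 28842 CPM at day 14. Its *Col1a1* lay between, at 25075 CPM and 14582 CPM. *Col2a1* therefore did not follow *Col10a1* across the clusters of the class. The contrast between clusters 18 and 13 is what hypertrophic chondrocytes in cluster 18 would give. That cluster held 1662 of the 2640 cells of the class at day 14. This reading remains a hypothesis since it was found and tested on the same data.

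*Igf1* was high in the *Postn*+ class, and it was asked whether the cells with the most *Postn* also had *Igf1* most often. At 2000 UMIs per cell, 56.3% (95% CI, 53.6% to 59.0%) of the day 14 cells in the third of cells with the most *Postn* had a UMI of *Igf1*, against 52.2% (95% CI, 49.5% to 55.0%) in the third with the least. The day 10 shares were 38.2% and 40.6%. The third of cells between them had the highest share on both days, 57.6% (95% CI, 54.8% to 60.3%) at day 14 and 45.0% at day 10. The differences between the cells with the most and the least *Postn* point in opposite directions on the 2 days and were not tested, since cells of 1 library are not replicates. The shares did not rise steadily with *Postn* on either day. Of the clusters with at least 50 cells at day 10, cluster 19 had the most *Igf1* (2009 CPM) and the least *Postn* (2022 CPM). Cluster 22 had the most *Postn* (5245 CPM) and 187 CPM of *Igf1*. Cluster 9 was low in both, with 2137 CPM of *Postn* and 14.8 CPM of *Igf1*. Whether *Igf1* goes with *Postn* within the class cannot be told apart from no such relation with 1 library per day. No biological explanation was tested.

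Genes per cell at equal depth are at times used as a sign of an early state. If that held here, the *Postn*+ class should have the most of the skeletal classes. At day 14 it had a median of 1014 genes at 2000 UMIs, against 1042 in proliferating cells, 906 in chondrocyte-like cells, and 863 in osteoblast-like cells. At day 10 the medians were 1019 in the *Postn*+ class, 1065 in the *Ctsk*+ class, and 1046 in proliferating cells. At day 7 only 3 classes had at least 50 cells, and their medians were 1041 in the *Postn*+ class, which came first, 961 in chondrocyte-like cells, and 928 in osteoblast-like cells. On all 3 days the measure puts the *Postn*+ class before the chondrocyte-like and osteoblast-like classes, and at day 10 and day 14 it does not put the class first.

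Transcripts of surface and lineage markers were counted in the *Postn*+ class at 2000 UMIs per cell. As too shallow, 4 cells of day 7, 7 of day 10, and 48 of day 14 were left out. In the 66 cells of day 7, *Ctsk* had a UMI in 24.2% (95% CI, 14.5% to 36.4%), below both later days. *Cd44*, with 34.8% (95% CI, 23.5% to 47.6%), and *Mki67*, with 7.58% (95% CI, 2.51% to 16.8%), were above both. The hematopoietic cells of day 7, most of that library, had a UMI of *Cd44* in 61.7% and of *Mki67* in 11.9%. Free RNA from them was not excluded as a source of the higher day 7 shares. *Ctsk* had a UMI in 53.6% of the cells at day 10 and 62.1% at day 14, *Pdgfra* in 11.7% and 12.4%, *Cd200* in 17.8% and 16.6%, *Ly6a* in 18.2% and 24.6%, *Acta2* in 43.9% and 31.8%, *Cd44* in 20.9% and 19.7%, *Sp7* in 9.16% and 5.69%, *Gli1* in 2.40% and 2.64%, *Cd34* in 1.33% and 1.41%, and *Mki67* in 1.07% and 0.436%. Without thinning the shares were 92.2% and 92.0% for *Ctsk*, 50.1% and 49.1% for *Pdgfra*, 53.3% and 52.8% for *Cd200*, 41.8% and 54.5% for *Ly6a*, 12.8% and 14.1% for *Gli1*, and 5.79% and 2.25% for *Mki67*. In 123 hematopoietic cells of day 14, with 30 left out, the thinned shares were 2.44% for *Ctsk*, 1.63% for *Pdgfra*, 4.07% for *Cd200*, 0.813% for *Ly6a*, 6.50% for *Acta2*, 1.63% for *Sp7*, and 0 for *Gli1*. *Cd44* with 30.9% and *Mki67* with 11.4% were more frequent in the hematopoietic cells than in the *Postn*+ class. Some genes did not differ between these 123 hematopoietic cells and the *Postn*+ class of day 14 beyond counting error. They were *Cd34*, with 2.44% (95% CI, 0.506% to 6.96%), *Gli1*, whose interval reached 2.95%, and *Sp7*, whose interval reached 5.75%. In 6260 hematopoietic cells of day 7, with 492 left out, the shares were lower, at 0.0160% (95% CI, 0.000404% to 0.0890%) for *Gli1* and 0.575% (95% CI, 0.403% to 0.795%) for *Cd34*. Both lie below the shares of the *Postn*+ class at day 10 and day 14, but the 66 *Postn*+ cells of day 7, with 1.52% (95% CI, 0.0384% to 8.16%) and 3.03% (95% CI, 0.369% to 10.5%), are too few to show a difference within that library. The median depth was 15241.5 UMIs in the *Postn*+ class at day 10, 13998 UMIs at day 14, and 5684 UMIs in the hematopoietic cells of day 14. A share at 2000 UMIs depends on that depth and is not comparable with a share of stained cells.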
